# Activation of BK Channels Prevents Hepatic Stellate Cell Activation and Liver Fibrosis Through the Suppression of TGFβ1/SMAD3 and JAK/STAT3 Profibrotic Signaling Pathways

**DOI:** 10.3389/fphar.2020.00165

**Published:** 2020-03-06

**Authors:** Linli Yang, Bo Han, Man Zhang, Ya-Hui Wang, Kun Tao, Michael X. Zhu, Kunyan He, Zhi-Gang Zhang, Shangwei Hou

**Keywords:** liver fibrosis, hepatic stellate cells, BK, KCNMA1, TGFβ1

## Abstract

Large-conductance and Ca^2+^-activated K^+^ (BK) channels are expressed in human hepatic stellate cells (HSCs), where they have roles in normal hepatic microcirculation, as well as in portal hypertension in liver cirrhosis through the regulation of contractility in activated HSCs. Nevertheless, whether BK channel activity exerts protective effects against aberrant HSC activation and hepatic fibrosis is unknown. Here, we report that BK channels are expressed in activated primary rat HSCs as well as in a human HSC line. Moreover, whole-cell K^+^ currents recorded from activated HSCs were markedly increased by exposure to rottlerin, a BK channel-specific activator, but were inhibited by treatment with the BK channel-specific inhibitor, paxilline, suggesting that BK channels are functional in activated HSCs. Overexpression but not downregulation of the BK channel pore-forming alpha subunit, KCNMA1, led to reduced migration and collagen expression in activated HSCs. Consistently, rottlerin treatment suppressed the fibrogenic cell function both *in vitro* and in CCl_4_-induced liver fibrosis *in vivo*. Microarray and pathway analysis, combined with a luciferase reporter assay and western blotting, further showed that rottlerin treatment led to a significant downregulation of the profibrotic TGFβ1/SMAD3 and JAK/STAT3 signaling pathways, both *in vitro* and *in vivo*. Our findings not only link BK channel function to profibrotic signaling pathways, but also provide evidence that BK channel activation represents a promising therapeutic strategy for the treatment of liver fibrosis.

## Introduction

Liver fibrosis is a frequent complication related to chronic liver diseases, and is associated with high morbidity and high mortality worldwide. Currently, no effective treatment is available for this condition (Trautwein et al., 2015). Hepatic fibrosis is characterized by disruption of the architectural organization of functional liver units due to excessive extracellular matrix (ECM) deposition (Trautwein et al., 2015; Schuppan et al., 2017, 2018). Several studies have demonstrated that hepatic stellate cells (HSCs; also referred to as Ito cells, fat-storing cells, lipocytes, perisinusoidal cells, and parasinusoidal cells) are important contributors to the development and progression of liver fibrosis, indicating that targeting HSC activation may be a promising therapeutic strategy for the treatment of liver fibrosis (Mederacke et al., 2013; Iwaisako et al., 2014; Trautwein et al., 2015; Higashi et al., 2017).

Under normal physiological conditions, HSCs reside in Disse’s space, where they exhibit a quiescent phenotype. However, HSCs become activated in response to a variety of profibrotic factors, such as transforming growth factor beta 1 (TGFβ1), that are generated during chronic liver injury, and exhibit phenotypes characterized by enhanced aortic smooth muscle actin (ACTA2) expression (Hernandez-Gea and Friedman, 2011; Tsuchida and Friedman, 2017; Shang et al., 2018), collagen generation, contraction, migration, and proliferation (Reynaert et al., 2002; Friedman, 2010; Page et al., 2014; Seki and Schwabe, 2015).

Ionic homeostasis is crucial for cell survival, metabolism, and immunity. In humans, large-conductance Ca^2+^- and voltage-activated K^+^ (BK) channels are expressed in a wide variety of tissues and are important for numerous physiological processes, including neuronal excitability, synaptic transmission, and regulation of vascular tone (Hoshi et al., 2013; Latorre et al., 2017). Studies have shown that BK channels are expressed in fibrotic HSCs and are involved in HSC contractility (Gasull et al., 2001), which may be important for attenuating portal hypertension in cirrhosis (Rodriguez-Vilarrupla et al., 2008). However, whether BK channels have additional roles in activated HSCs, such as proliferation, migration, and collagen synthesis, the main phenotypes associated with liver fibrosis, has not been addressed. In this study, we examined the expression pattern of BK channels in activated HSCs, and also evaluated their potential roles in HSC activation, as well as the underlying molecular mechanisms. Moreover, we assessed the antifibrotic effect of BK channel activation using both *in vitro* and *in vivo* models of fibrosis.

## Materials and Methods

### Reagents

Human recombinant TGFβ1 was purchased from Peprotech (Rocky Hill, CT, United States). Dulbecco’s modified Eagle’s Medium (DMEM), penicillin, streptomycin, and L-glutamine were obtained from Corning (NYC, NY, United States). Fetal bovine serum (FBS) was purchased from Invitrogen (NYC, NY, United States), and rottlerin and paxilline were from Sigma–Aldrich (Saint Louis, MO, United States). Antibodies against SMAD3, p-SMAD3, JAK2, p-JAK2, and β-actin were obtained from Cell Signaling Technology (Danvers, MA, United States), the anti-α-SMA (ACTA2) antibody was from Novus Biology (Centennial, CO, United States), and the anti-BK-Slo1 was purchased from Alomone Labs (Jerusalem, Israel). Alexa Fluor 680-conjugated anti-mouse and anti-rabbit secondary antibodies were purchased from Life Technologies (Eugene, OR, United States). Alanine transaminase (ALT) and aspartate transaminase (AST) detection reagents were obtained from Shanghai Shensuo UNF Medical Diagnostic Articles Corporation (Shanghai, China).

### HSC Isolation and Cell Culture

Isolation and culture of liver HSCs from adult male Sprague–Dawley rats (body weight, 500–600 g) were performed as previously described (Seki et al., 2007). Briefly, rats were anesthetized with 1 mL of ketamine (10%) and 50 μL of xylazin (2%) per kg body weight according to an institutionally approved protocol (Shanghai Jiao Tong University Institutional Animal Care and Use Committee). The peritoneum was then exposed and the liver quickly perfused via the portal vein with 40 mL of Hank’s balanced salt solution (HBSS) without Ca^2+^ and Mg^2+^ at a flow rate of 10 mL/min. Next, the liver was perfused with 30 mL (1 mg/mL) of pronase E followed by 30 mL (0.25 mg/mL) of collagenase H. The liver was carefully separated and transferred to HBSS (with Ca^2+^ and Mg^2+^) containing pronase E (0.2 mg/mL) and collagenase H (0.25 mg/mL), and the liver lobes were cut into small pieces and digested for 20 min at 37°C with continuous stirring. The hepatocytes were centrifuged at 50 × *g* and the cell suspension was filtered through 100-μm cell strainers, washed four times with HBSS (with Ca^2+^ and Mg^2+^), and subjected to Nycodenz (13.2%) gradient centrifugation at 1400 × *g* for 20 min at 4°C. HSCs were concentrated in the interphase as a white, ring-like structure. After harvesting and washing with HBSS, the HSCs were seeded on uncoated plastic tissue culture dishes in DMEM supplemented with 10% FBS, 4 mM L-glutamine, 100 U/mL penicillin, and 100 μg/mL streptomycin. The first change of medium was performed 24 h after seeding. Quiescent HSCs were used for experiments 2–3 days after seeding, and activated HSCs were used 9–10 days after seeding. The human hepatic stellate cell line LX2 was cultured under the same conditions as for the rat HSCs. TGFβ1 (4 ng/mL) was added to the culture medium to test protein phosphorylation of HSCs at different time points or to differentiate LX2 cells into activated myofibroblast-like cells. All the cells were grown and maintained at 37°C and 5% CO_2_ in a humidified incubator.

### RNA Isolation and Quantitative PCR (qPCR)

Total RNA was extracted from primary rat HSCs and LX2 cells using Trizol reagent (Invitrogen, Carlsbad, CA, United States). cDNA was synthesized using a reverse transcription kit (TaKaRa, Dalian, China). Real-time PCR was performed using 2 × SYBR Green qPCR Master Mix (Bimake, Houston, TX, United States). RNA was amplified using the primers indicated in Table 1. Relative mRNA expression levels were calculated and normalized to the levels of endogenous beta-actin in the same samples. Real-time PCR was performed in triplicate for each experiment and repeated at least three times and data was analyzed by 2^–△△*CT*^ method.

**TABLE 1:** List of primers for qPCR.

**Gene**	**Forward primer (5′–3′)**	**Reverse primer (5′–3′)**
**Human**		
*ACTB*	GTACGCCAACACAGTGCTG	CGTCATACTCCTGCTTGCTG
*ACTA2*	CGTGCTGGACTCTGGAGATG	GCCCATCAGGCAACTCGTAA
*KCNMA1*	TCTTTGCTCTCAGCATCGGTG	CCGCAAGCCGAAGTAGAGAAG
*COL1A1*	CGGTGTGACTCGTGCAGC	ACAGCCGCTTCACCTACAGC
*COL1A2*	TCAAACTGGCTGCCAGCAT	CAAGAAACACGTCTGGCTAGG
*CCL2*	TCGCGAGCTATAGAAGAATCA	TGTTCAAGTCTTCGGAGTTTG
**Rat**		
*Actb*	GTACGCCAACACAGTGCTG	CGTCATACTCCTGCTTGCTG
*Acta2*	TGTGCTGGACTCTGGAGATG	GATCACCTGCCCATCAGG
*Kcnma1*	AAGGAATGCATCTTGGCGTC	TCTGTGTCAGGGTCATCATCATC

### Cell Viability Assay

Cells were seeded in 96-well plates at a density of 5 × 10^3^ cells per well overnight, and then exposed to chemicals at the indicated concentrations for 48 h. Subsequently, 10 μL of MTS was added to each well and incubated for a minimum of 1 h. Measurements were made in accordance with the manufacturer’s instructions (Promega Corp., Madison, WI, United States). Metabolic activity was recorded as the relative colorimetric change measured at 492 nm. Each experiment was performed at least three times.

### EdU Cell Proliferation Assay

The EdU cell proliferation assay was performed according to the manufacturer’s instructions. Briefly, LX2 cells were transfected with *KCNMA1*-expressing plasmids or KCNMA1 siRNA for 48 h, and then plated in 96-well plates and incubated for 24 h. After incubation, the EdU solution (10 mM) was added directly to the culture medium and incubated for a further 30 min to ensure capture of most of the proliferating cells. The cells were subsequently fixed in 4% paraformaldehyde. Incorporation of EdU was performed by incubating the fixed cells with 2% bovine serum albumin (BSA) in PBS for 30 min and Alexa Fluor 488 for a further 30 min under Cu(I)-catalyzed click reaction conditions. The cells were washed with PBS and counterstained with Hoechst 33342 (1:1000) in PBS before detection by fluorescence microscopy using ImageXpress^®^ Micro 4 (Molecular Devices, San Jose, CA, United States).

### Western Blot Assay

Cells were lysed on ice with lysis buffer (50 mM Tris–HCl, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS, pH 7.5) in the presence of a protease inhibitor mixture and phosphatase inhibitors (both from Roche, Mannheim, Germany). Protein concentrations were measured using the BCA protein assay kit (Thermo Fisher Scientific, Rockford, IL, United States). Samples were added to 5 × SDS loading buffer, boiled for 10 min, and loaded onto 10% polyacrylamide-SDS gels. The proteins were then transferred to PVDF membranes (Millipore, Billerica, MA, United States) at 300 mA for different durations, and the membranes were incubated in 5% BSA for 1 h at room temperature. After incubation with primary antibodies (Tables 2, 3) overnight at 4°C, the membranes were washed three times (10 min each) in TBS containing 0.1% Tween 20 (TBST) and then incubated with peroxidase- or fluorophore-conjugated secondary antibodies for 1 h in TBST at room temperature. The blots were detected by the ProteinSimple system (San Jose, CA, United States) with an ECL substrate or a LiCor imaging system (Lincoln, NE, United States).

**TABLE 2:** List of the KCNMA1 siRNA sequences.

**ID**	**Sense (5′–3′)**	**Antisense (5′–3′)**
siRNA1	CUGGCAGAGUCCUGGUUGUTT	ACAACCAGGACUCUGCCAGUC
siRNA2	GGGUCUGUCCUUCCCUACUTT	AGUAGGGAAGGACAGACCCAC

**TABLE 3:** List of antibodies for western blotting analysis.

**Antibodies**	**Source (catalog no.)**	**Dilution (×)**
β-Actin	Cell signaling technology (4967)	1000
SMAD3	Cell signaling technology (9523)	1000
p-SMAD3	Cell signaling technology (9520)	1000
KCNMA1	Allomone labs (APC-107)	500
ACTA2	Novus (NBP1-97722)	2000
p-TGFBR1	Thermal scientific (PA5-40298)	1000
p-TGFBR2	Thermal scientific (PA5-37755)	1000
**List of antibodies for immunofluorescence and immunohistochemistry**		
KCNMA1	Allomone labs (APC-107)	100
ACTA2	Novus (NBP2-33006)	500

### Electrophysiology and Analysis

Macroscopic currents were recorded from HSCs in a whole-cell configuration using an EPC-10 amplifier controlled by PatchMaster software (HEKA Electronics, Ludwigshafen/Rhein, Rheinland-Pfalz, Germany) as previously described (Han et al., 2016). Patch pipettes were prepared from borosilicate glass (Warner, Hamden, CT, United States) and had a resistance of 2–5 M Ω when filled with a pipette solution containing 140 mM K-aspartate, 4.3 mM CaCl_2_, 2.06 mM MgCl_2_, 5 mM EGTA, and 10 mM HEPES, pH 7.2. Free Ca^2+^ concentrations were calculated to be 1 μM using the Maxchelator program (Stanford University). The standard external recording solution comprised 150 mM sodium aspartate, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM glucose, and 10 mM HEPES, pH 7.4. Currents were elicited every 5 s by 200 ms voltage ramps from −100 to 80 mV. Data analysis and curve fitting were performed using FitMaster (HEKA Electronics, Ludwigshafen/Rhein, Rheinland-Pfalz, Germany) and figures were prepared with Origin 8.5 (OriginLab, Northampton, MA, United States).

### Plasmid and siRNA Transfection

Overexpression or downregulation of human KCNMA1 (AAB65837) was accomplished by transient transfection of plasmids containing the KCNMA1 gene or siRNA targeting KCNMA1 into LX2 cells for 48–72 h. Lipofectamine^TM^ 2000 (Thermo Fisher Scientific, Carlsbad, CA, United States) was used for transient transfection according to the manufacturer’s instructions.

### Cell Migration Assay

The migration capacity of human LX2 cells and activated primary rat HSCs was measured by transwell assay (Corning, NY, United States) according to the manufacturer’s instructions. Briefly, 5 × 10^4^ cells were seeded into the upper chamber of transwell inserts. DMEM supplemented with 10% (v/v) FBS was added to the bottom chamber. Cells were incubated at 37°C and allowed to migrate for 16 h for LX2 cells and 12 h for activated rat HSCs, respectively. At the designated time points, cells were fixed in 4% paraformaldehyde and stained with 0.2% crystal violet, and non-migrating cells on the upper chamber surface were removed with cotton swabs. The number of cells on the lower surface was counted in five random fields under a light microscope.

### Immunofluorescence and Immunohistochemistry

For immunostaining, cells were fixed in 4% (w/v) paraformaldehyde in PBS for 1 h at room temperature. After fixation, the cells were rinsed with PBS and then permeabilized with 0.3% Triton X-100. Non-specific binding was blocked with 10% (w/v) BSA for 1 h at room temperature. The cells were then incubated with the respective primary antibodies (Table 3) overnight at 4°C. After extensive washing, cells were incubated with secondary antibodies for 1 h at room temperature, and nuclei were stained with DAPI. Confocal microscopy and image acquisition were carried out using a Nikon A1Si laser scanning confocal microscope. For liver section staining, paraffin sections (5 μm) were deparaffinized, rehydrated through a graded ethanol series, incubated with 0.3% hydrogen peroxide for 30 min, and blocked with goat serum. The sections were then incubated with the anti-ACTA2 antibody overnight at 4°C, followed by labeling with a horseradish peroxidase (HRP)-conjugated antibody (Thermo Fisher Scientific, Eugene, OR, United States) at room temperature for 1 h. Staining was visualized with DAB (Gene Tech, Shanghai, China). All sections were observed and imaged under a microscope (Carl Zeiss, Jena, Germany).

### Rat Model of Liver Fibrosis

Eighteen pathogen-free male Sprague–Dawley rats (∼200 g) were randomly assigned to three groups, namely, control, fibrosis (CCl_4_-treated), and rottlerin-treated groups. The animals in the fibrosis group were injected intraperitoneally with 0.2 mL/100 g of a CCl_4_/olive oil mix (1:1) twice weekly, at equal intervals, for 8 weeks, as previously described (Constandinou et al., 2005). The rats in the rottlerin-treated group were injected intraperitoneally with rottlerin (2.5 mg/kg body weight) 2 weeks after the first CCl_4_ injection. All the animal experiments were conducted according to protocols approved by the Shanghai Jiao Tong University Institutional Animal Care and Use Committee.

### Luciferase Reporter Assay

LX2 cells at 60–70% confluence were plated in 96-well plates and transiently transfected with 0.15 μg of the pGL4.48[luc2P/SBE/Hygro] vector (Promega, Madison, WI, United States) and 0.015 μg of the *Renilla* luciferase control reporter vector (Promega) using FuGENE 6 transfection reagent (Promega) according to the manufacturer’s instructions. SBE means SMAD binding element. Co-transfection with a vector expressing *Renilla* luciferase under the control of the SV40 early enhancer/promoter was used to normalize transfection efficiency. After 24 h of transfection, LX2 cells were treated with TGFβ1 (4 ng/mL) for 24 h. In the rottlerin-treated group, LX2 cells were treated with TGFβ1 (4 ng/mL) for 12 h and then co-treated with rottlerin (3 μM) for 12 h. The cells were collected and subjected to a dual-luciferase reporter assay (E1910, Promega). For each sample, firefly luciferase activity was normalized to that of *Renilla* luciferase.

### Microarray Analysis

Comparative microarray analysis was performed using the Affymetrix GeneChip^®^ Rat Genome 230 2.0 platform. Each treatment had three replicates, resulting in three independent microarrays for each treatment and controls (9 arrays in total). Genes showing differences in probe intensity of 1.5-fold or more were further analyzed. Differentially expressed genes were classified into their Gene Ontology (GO)^1^ functional categories using R/Bioconductor (Bioconductor).^2^ Cellular pathway association was analyzed according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database^3^ and pathway maps were analyzed according to BioCarta.^4^ Microarray data are available via the GEO accession number GSE139994.

### Statistical Analysis

Data are expressed as means ± SEM. Significance was evaluated using either paired or unpaired Student *t*-test or one-way AONVA analysis if the data showed normal distribution and *homogeneity of variance* which were evaluated by Shapiro-Wilk test and Levene’s test, respectively. Otherwise, Wilcoxon signed-rank test was used to analyze the paired data and *Mann-Whitney U test and Kruskal-Wallis H test were used to analyze unpaired data for two and multiple groups*, respectively. A *p*-value < 0.05 was considered significant.

## Results

### BK Channels Are Expressed and Functional in Activated HSCs

To determine whether BK channels were expressed in activated HSCs, we examined the mRNA and protein expression of the BK channel pore-forming alpha subunit KCNMA1 in the LX2 cell line (Xu et al., 2005), a partially activated human HSC line that can be fully activated by TGFβ1 (Tsuchida and Friedman, 2017). We found that KCNMA1 was expressed at both the mRNA and protein level in TGFβ1-activated LX2 cells (Figures 1A,B) that showed robust expression of ACTA2, a marker for activated HSCs (Tsuchida and Friedman, 2017; Shang et al., 2018). To investigate whether KCNMA1 is also expressed in activated native HSCs, rat primary HSCs were isolated and spontaneously activated in serum-containing medium following 8–10 days of continuous culture on uncoated plastic. These spontaneously activated HSCs can faithfully recapitulate the major *in vivo* characteristic phenotypes of activated HSCs (Friedman et al., 1989). We found that KCNMA1 was expressed in primary activated HSCs at the level of both mRNA and protein (Figures 1A,B), while immunostaining indicated that KCNMA1 was distributed throughout the cell membrane of activated HSCs (Figure 1C).

**FIGURE 1:**
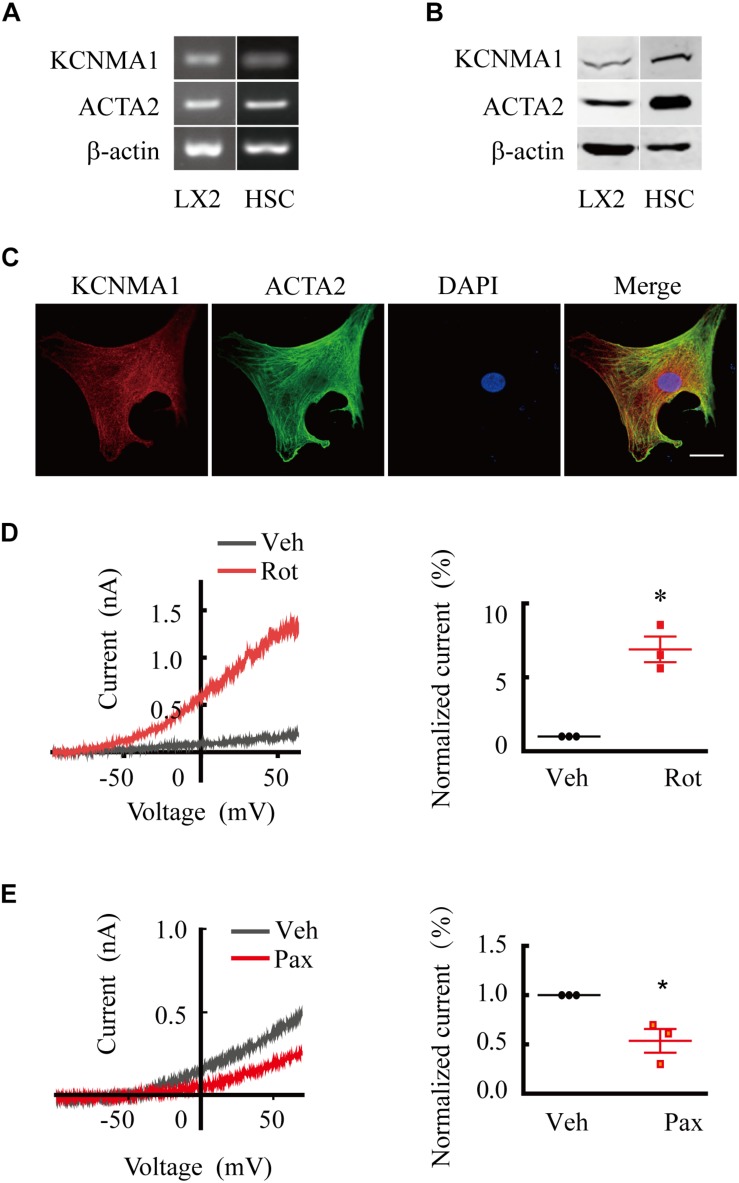
Large-conductance and Ca^2+^-activated K^+^ (BK) channels are expressed and functional in activated hepatic stellate cells (HSCs). **(A,B)** Representative RT-qPCR **(A)** and western blots **(B)** showing the expression of ACTA2 and the BK channels alpha subunit KCNMA1 in activated human LX2 cells treated with transforming growth factor beta 1 (TGFβ1) and spontaneously activated primary rat HSCs *in vitro*. **(C)** Representative immunofluorescence images of KCNMA1 and ACTA2 in activated primary rat HSCs (Scale bars, 25 μm). **(D,E)** Representative whole-cell K^+^ current traces and the normalized current recorded from activated HSCs before and after treatment with rottlerin (Rot) and paxilline (Pax), as indicated at 1 μM internal Ca^2+^. The whole-cell currents were elicited by 1 s voltage ramps from −100 to 80 mV. Rottlerin (1 μM) and paxilline (10 μM) were freshly prepared from stock solutions and the final DMSO concentration was 0.1% (*p < 0.05 compared with the vehicle group, *n* = 3).

To investigate whether BK channels in activated HSCs were functional, we performed whole-cell patch-clamp recordings combined with pharmacological evaluation. We found that whole-cell K^+^ currents from activated HSCs showed apparent voltage-dependent outward rectification properties. Extracellular application of rottlerin, a BK channel-specific activator, markedly increased the outward K^+^ current (Figures 1D,E), whereas treatment with paxilline, a BK channel-specific blocker, elicited the opposite effect, demonstrating that BK channels were functional in activated HSCs.

### Overexpression of the BK Channel Alpha Subunit Inhibits Migration and the Expression of Collagen Genes in HSCs

BK channels are associated with cell migration in multiple cell types (Toro et al., 2014). To explore the potential roles of BK channels in migration, a prominent feature of activated HSCs (Tsuchida and Friedman, 2017), we overexpressed the BK channel pore-forming alpha subunit, KCNMA1, by transfecting *KCNMA1*-expressing vectors into LX2 cells. The results showed that overexpression of KCNMA1 (Figure 2A) decreased LX2 cell migration (Figure 2B). Furthermore, *ACTA2*, collagen type I alpha 1 chain (*COL1A1*), *COL1A2*, and C-C motif chemokine ligand 2 (*CCL2*) mRNA expression levels were also decreased (Figure 2C). In contrast, downregulating KCNMA1 expression (Figure 2D) through siRNA transfection increased the migration rates of LX2 cells (Figure 2E), as well as the expression of *ACTA2*, *COL1A1*, *COL1A2*, and *CCL2* (Figure 2F), indicating that enhancement of BK channel function could reverse HSC activation. However, neither overexpression nor knockdown of KCNMA1 affected HSC proliferation, as evidenced by the results of EdU staining (Figure 2G).

**FIGURE 2:**
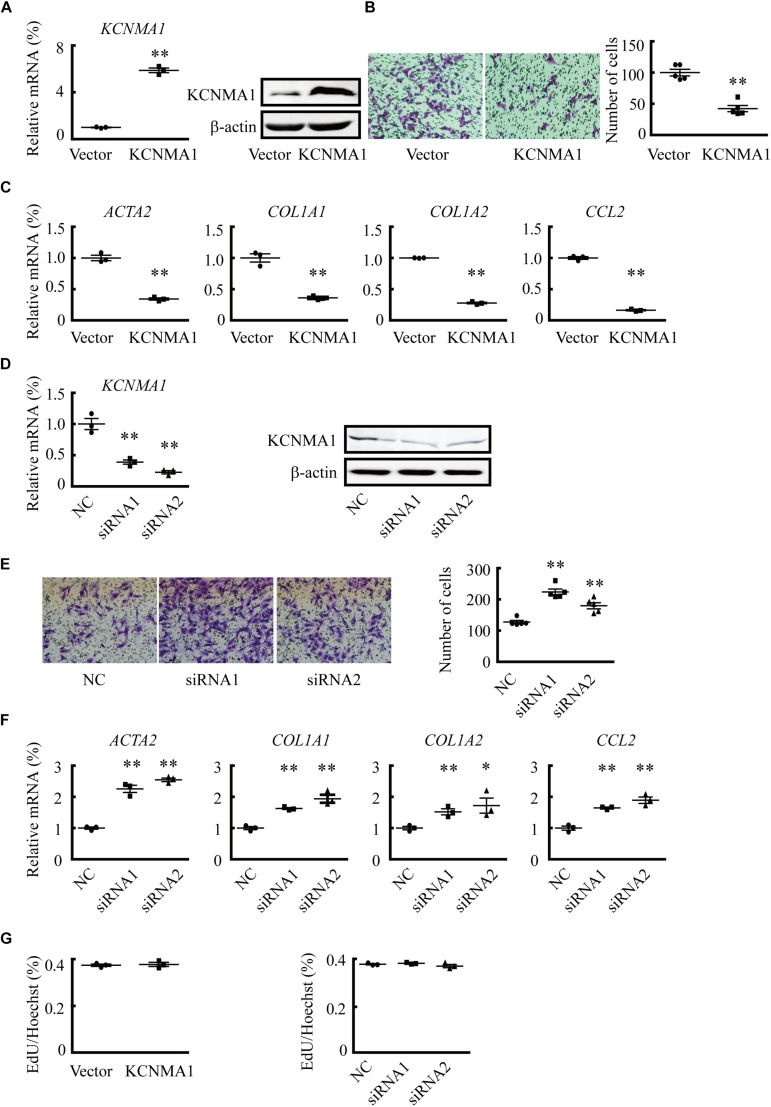
Overexpression of the BK channel alpha subunit (KCNMA1) inhibits hepatic stellate cell (HSC) migration and fibrosis-related gene expression. **(A)** Validation of KCNMA1 overexpression by qPCR (*left*) and western blotting (*right*). **(B)** Representative images of cells (*left*) and average number of migrated cells (*right*) showing the inhibitory effects of transient KCNMA1 overexpression on LX2 cell migration. **(C)** Normalized mRNA expression of aortic smooth muscle actin (*ACTA2*), collagen type I alpha 1 chain (*COL1A1*), *COL1A2*, and C-C motif chemokine ligand 2 (*CCL2*) in LX2 cells pretreated with TGFβ1 after transfection with *KCNMA1*-expressing plasmids. **(D)** Detection of KCNMA1 by qPCR (*left*) and western blotting (*right*) after siRNA transfection. **(E)** Representative images (*left*) and averaged number of migrated cells (*right*) showing the inhibitory effects of knocking down KCNMA1 on LX2 cell migration. **(F)** Normalized mRNA expression levels of *ACTA2*, *COL1A1*, *COL1A2*, and *CCL2* in LX2 cells pretreated with TGFβ1 after transfection with siRNA targeting KCNMA1. **(G)** Ratio of EdU-positive cells to Hoechst 33342-stained nuclei after transfection of *KCNMA1*-expressing plasmids (*left*) or KCNMA1 siRNA (*right*) (^∗^*p* < 0.05, ^∗∗^*p* < 0.01 compared with the vector or negative control (NC) group.

### Pharmacological Activation of BK Channels Inhibits HSC Migration and Collagen Synthesis

We then examined the effects of rottlerin treatment on phenotypic changes of activated HSCs. The results showed that rottlerin decreased the migration of both human LX2 cells (Figure 3A) and spontaneously activated rat HSCs (Figure 3B) at micromolar concentrations. In addition, rottlerin treatment also suppressed TGFβ1-induced expression of *ACTA2*, *COL1A1*, *COL1A2*, and *CCL2* (Figure 3C), the expression of which is greatly increased in HSCs of liver fibrosis patients. Accordingly, rottlerin-induced BK channel activation did not affect the proliferation of LX2 cells (Figure 3D).

**FIGURE 3:**
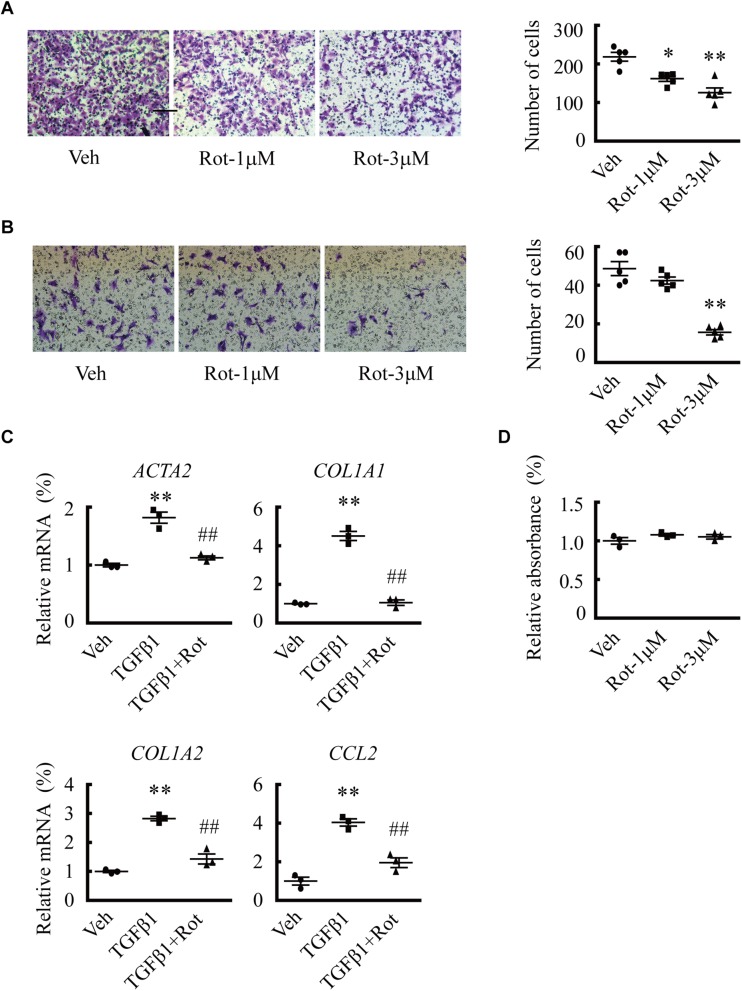
Upregulation of large-conductance and Ca^2+^-activated K^+^ (BK) channel activity by rottlerin inhibits hepatic stellate cell (HSC) migration and fibrosis-related gene expression *in vitro*. **(A,B)** Representative images (*left*) and averaged number of migrated cells (*right*) showing the inhibitory effects of rottlerin (Rot), a BK channel activator, on the migration of human LX2 cells **(A)** and activated primary rat HSCs **(B)** at the indicated concentrations (^∗^*p* < 0.05, ^∗∗^*p* < 0.01 compared with vehicle). **(C)** Relative mRNA expression levels of *ACTA2*, *COL1A1*, *COL1A2*, and *CCL2* in human LX2 cells with the indicated treatments for 24 h. **(D)** Normalized cell viability of LX2 cells measured under the indicated conditions (^∗∗^*p* < 0.01 compared with vehicle, ^##^*p* < 0.01 compared with the TGFβ1-treated group).

### BK Channel Activation Ameliorates CCl4-Induced Fibrosis in Rats

The results of the *in vitro* experiments suggested that augmentation of BK channel activity likely facilitates the reversion of activated HSCs to a quiescent state, which may have a protective effect against liver fibrosis. To assess whether increasing BK channel function elicits antifibrotic effects *in vivo*, we tested the effect of rottlerin administration on CCl_4_-induced liver fibrosis in rats, in which myofibroblasts are mainly derived from activated HSCs (Iwaisako et al., 2014). As expected, the levels of ALT and AST, two typical serum markers of liver injury (Figure 4A), the expression of ACTA2, and levels of collagen deposition all were increased in rats with CCl_4_-induced liver fibrosis (Figures 4B–D). 

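In the liver microarrays (3 arrays per group), mRNAs of the extracellular matrix were higher in the CCl4 group than in the vehicle group by camera at the preset correlation, and not with an estimated correlation (adjusted p = 0.512), and limma called none of them over all probe sets. Col1a1, which encodes the alpha 1 chain of type I collagen, was 4.89-fold higher, with a log2 signal of 8.09 ± 0.63 in the vehicle group and 10.38 ± 0.36 in the CCl4 group (SD, n = 3). Timp1, an inhibitor of matrix metalloproteinases, was 3.03-fold higher. Postn, which encodes the matrix protein periostin and was called absent on every vehicle array, was at least 11.3-fold higher. Eln, which encodes elastin, was at least 5.85-fold higher, with a present call on 2 of the 3 CCl4 arrays. Acta2, the smooth muscle actin of activated HSCs, had a log2 signal of 6.40 ± 0.35 in the vehicle group and 7.18 ± 0.77 in the CCl4 group (SD, n = 3), and this 1.72-fold difference did not pass the test (adjusted p = 0.465 from limma). Without CCl4 replicate 3, the log2 difference of Acta2 was 0.34.
Of 39 measured matrix genes, a list fixed like all others before the data were examined, 22 rose and none fell when adjusted over the list alone. Over all probe sets tested, limma called 0 of the 39, with 24 at an unadjusted p under 0.05, and it called 11 with an intensity trend and robust prior. For Col1a1 the adjusted p from limma was 0.171 over all probe sets and 0.00365 when adjusted over the list alone. The median log2 difference of the list was 1.06, and camera, which compares the shift of a list with that of all other genes, gave an adjusted p of 2.68e-10 (adjusted p = 0.512 with an estimated correlation). Among 18 markers of activated HSCs, Vim, Lgals1 and Des, which encode vimentin, galectin-1 and desmin, rose when adjusted over the list alone, by 1.75-fold, 2.36-fold and 1.77-fold. Cnn1, which encodes the smooth muscle protein calponin, fell by the same test and was at least 3.65-fold lower in the CCl4 group. Limma called 0 of the 18 over all probe sets, with 7 higher and Cnn1 lower at an unadjusted p under 0.05, and the median shift was 0.63 (camera adjusted p = 0.00674, and adjusted p = 0.512 with an estimated correlation), or 0.49 without CCl4 replicate 2, where it did not pass, 0.37 without CCl4 replicate 3 and 0.27 with centred arrays. Of 12 markers of quiescent HSCs, limma called 0 over the list alone, with Rgs5 higher and Ecm1, Angptl6 and Colec11 lower at an unadjusted p under 0.05 (median 0.00, or -0.29 without CCl4 replicate 3, -0.22 after quantile normalization and -0.36 with centred arrays, mean -0.06, camera adjusted p = 0.218). In the same livers, 25 markers of Kupffer cells and macrophages had a median shift of 0.47, or 0.77 without CCl4 replicate 1 and 0.12 with centred arrays, and 45 hepatocyte genes of secreted proteins, urea and amino acid metabolism a median shift of -0.38, or -0.18 without CCl4 replicate 3 and -0.19 after quantile normalization (adjusted p = 0.512 for both with an estimated correlation). Whether these livers came from the rats of Figure 4 is not given in the sources used here.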

Interestingly, rottlerin treatment markedly suppressed these CCl_4_-induced effects (Figures 4A–D), indicating that rottlerin can elicit a significant improvement in the pathology of fibrosis, as well as in liver function.

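In the same liver arrays, matrix mRNAs were not lower in rats given CCl4 and rottlerin than in rats given CCl4 alone. Col1a1 had a log2 signal of 10.83 ± 0.34 with rottlerin (SD, n = 3), 0.45 above CCl4 alone (adjusted p = 0.793 from limma). Its CCl4 replicates 1, 2 and 3 were at 9.97, 10.57 and 10.61, so the difference is smaller without CCl4 replicate 1. Col1a2, the other chain of type I collagen, differed by 0.58 and Timp1 by -0.43 on the log2 scale, neither past the test. Col1a2 was at 11.56, 12.73 and 11.98 on the same arrays, so its difference is smaller without CCl4 replicate 1 and larger without CCl4 replicate 2. Acta2 was at 6.90 ± 0.30 with rottlerin (SD, n = 3), a log2 difference of -0.28 with a standard error of 0.40 (adjusted p = 0.872 from limma). Its difference was 0.16 without CCl4 replicate 3.
Limma called 0 of the 39 matrix genes over all probe sets and when adjusted over the list alone, and 33 of them had a higher mean with rottlerin. Col6a2, a chain of type VI collagen, was the only matrix gene with an unadjusted p under 0.05. It was at a log2 signal of 8.32 ± 0.29 with CCl4 and 9.18 ± 0.14 with rottlerin (SD, n = 3), or 1.81-fold higher, with an adjusted p of 0.608 from limma and 0.0841 when adjusted over the list alone. Col6a1, another chain of type VI collagen, had a log2 difference of 0.77. The matrix list as a whole had a median shift of 0.31 toward the rottlerin group (camera adjusted p = 3.81e-06, and adjusted p = 0.512 with an estimated correlation), with 0.18 without CCl4 replicate 1, 0.55 without CCl4 replicate 2 and 0.55 with centred arrays. With array weights, which give the array of CCl4 replicate 3 less weight, the median was 0.12 and camera's adjusted p 0.0743. Over all alternatives the adjusted p ranged from 3.42e-09 to 0.512. Of the 10 splits of the CCl4 and CCl4+Rot arrays into 3 and 3, the real one included, 3 gave a camera p as small. The largest median shift in another split was 0.60 in size.
Of the 18 markers of activated HSCs, limma called 0 over the list alone, with Cnn1 higher and Thy1 lower at an unadjusted p under 0.05, neither with a present call in these 2 groups. Their median shift was 0.12, with a camera adjusted p of 0.153 (0.0488 without CCl4+Rot replicate 5, within a range from 0.0488 to 0.794), and the median lay between -0.06 and 0.26 with arrays left out in turn. That of the 12 markers of quiescent HSCs was 0.02, or -0.15 to 0.16 with arrays left out, with a mean of -0.04 and a camera adjusted p of 0.772. In the same comparison hepatocyte genes had a median shift of 0.18 (camera adjusted p = 9.11e-06, and adjusted p = 0.512 with an estimated correlation). Without CCl4 replicate 3 that shift was 0.02 (adjusted p = 0.905, within a range from 2.0e-10 to 0.905), while the matrix shift was 0.29 (adjusted p = 0.000592).

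**Figure D1:**
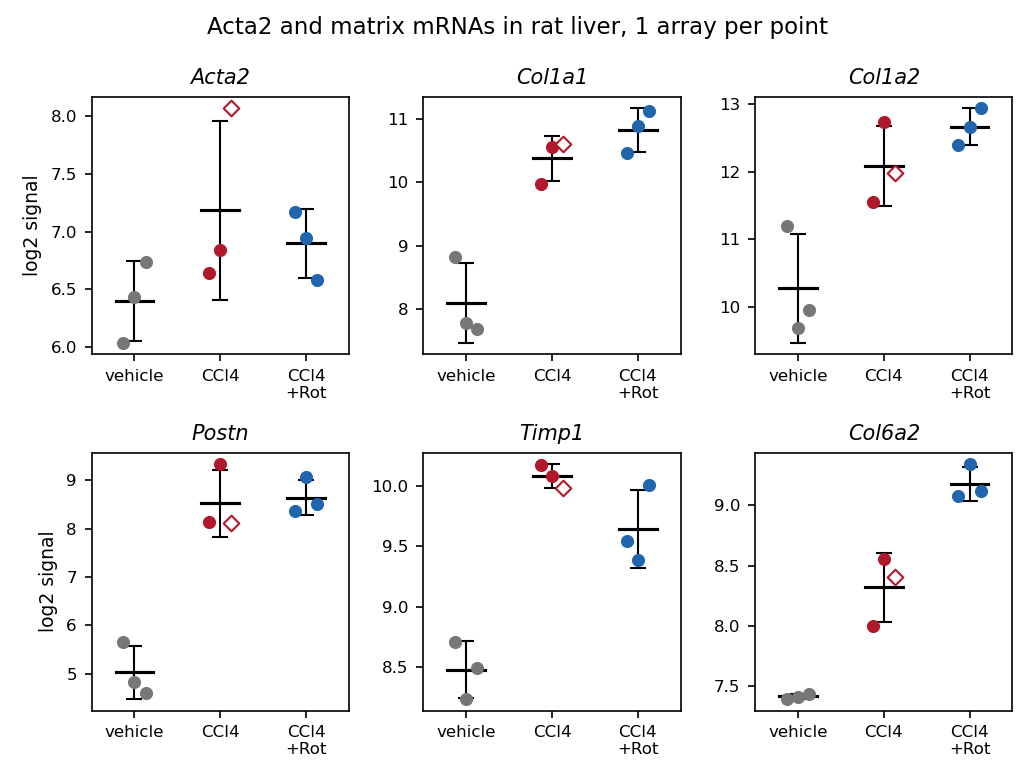
Log2 signal of Acta2, Col1a1, Col1a2, Postn, Timp1 and Col6a2 in rat liver by group, with 1 point per array, the mean as a bar and the SD as an error bar, and CCl4 replicate 3 as an open diamond. Col1a1 lies near 8.09 with vehicle, 10.38 with CCl4 and 10.83 with CCl4 and rottlerin.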

**FIGURE 4:**
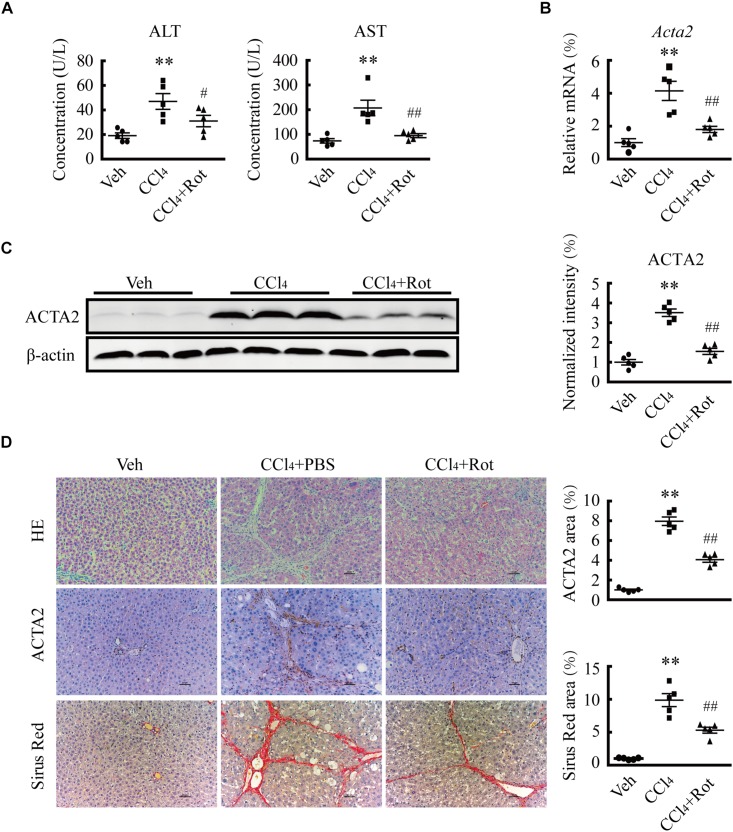
Treatment with the large-conductance and Ca^2+^-activated K^+^ (BK) channel activator rottlerin ameliorates CCl_4_-induced liver fibrosis *in vivo.* **(A)** Serum levels of alanine transaminase (ALT) and aspartate transaminase (AST) from rats in the indicated groups (^∗∗^*p* < 0.01 compared with the vehicle (Veh) group, ^#^*p* < 0.05 and ^##^*p* < 0.01 compared with the CCl_4_-treated group, *n* = 5). **(B)** Relative mRNA levels of *ACTA2* in the liver tissue of rats subjected to the indicated treatments (^∗∗^*p* < 0.01 compared with the Veh group, ^##^*p* < 0.01 compared with the CCl_4_-treated group, *n* = 5). **(C)** Representative western blots (*left*) and normalized intensity (*right*) of the indicated ACTA2 protein levels in rats subjected to the indicated treatments (^∗∗^*p* < 0.01 compared with the Veh group, ^##^*p* < 0.01 compared with the CCl_4_-treated group, *n* = 5). **(D)** Representative images of liver sections stained with hematoxylin and eosin (H&E), anti-ACTA2 antibody, and Sirius Red (*left*) and quantification of the positive area (*right*), in rats subjected to the indicated treatments (^∗∗^*p* < 0.01 compared with the Veh group, ^##^*p* < 0.01 compared with the CCl4-treated group, scale bar: 50 μm, *n* = 5).

### BK Channel Activation Attenuates Liver Fibrosis Through Inhibition of the TGFβ1/SMAD3 and JAK2/STAT3 Signaling Pathways

Several studies have shown that TGFβ1 plays pivotal roles in HSC activation and hepatic fibrosis (Koyama and Brenner, 2017; Tsuchida and Friedman, 2017). To illustrate the underlying molecular mechanisms of the antifibrotic effect of BK channel activation, we first examined whether the canonical SMAD3-dependent TGFβ1 signaling pathway was involved in these processes. We found that rottlerin treatment completely blocked the TGFβ1-stimulated increase in SMAD transcriptional activity in LX2 cells, as determined by a luciferase reporter assay (Figure 5A). Western blotting results further showed that rottlerin treatment partially reduced the enhanced levels of phosphorylated, but not total, SMAD3 in TGFβ1-treated HSCs (Figure 5B), indicating that rottlerin specifically affected the phosphorylated form of SMAD3. In CCl_4_-treated rats, rottlerin administration also greatly suppressed the increased levels of total and phosphorylated SMAD3, as well as the phosphorylation of TGFβ receptor types I and II (Figure 5C), suggesting that rottlerin exerts its antifibrotic effects through the suppression of the canonical TGFβ1 signaling pathway *in vivo*. To address whether other mechanisms were also involved, we used mRNA microarray to identify differentially expressed genes in the liver tissue of rats administered vehicle, CCl_4_, or Rottlerin + CCl_4_ treatments. 

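Liver tissue of rats treated with vehicle, CCl4 or CCl4 and rottlerin was measured on the Affymetrix rat genome array, with 3 arrays per group and 9 in all. CCl4 in olive oil was injected 2 times per week for 8 weeks at 0.2 mL of the mix per 100 g, and rottlerin at 2.5 mg per kg from 2 weeks after the first CCl4 injection. The paper describes 3 independent microarrays per treatment, and whether each is a different rat is not given in the sources used here, so p-values measure the spread between arrays.
The authors deposited a log2 signal and a present, marginal or absent call for each of 31099 probe sets, made with software that is not given in the sources used here. On every array the mean signal was 500.0 once the lowest and highest 2% of probe sets were left out, so each array had been scaled to 1 target and the distributions had not been made alike. Present calls ranged from 15550 to 16750 in the vehicle group (median 16123), from 12714 to 16849 in the CCl4 group (median 16681) and from 16337 to 16612 in the CCl4+Rot group (median 16563). The array of CCl4 replicate 3 had the lowest number of present calls and a median log2 signal of 7.81, against 6.79 to 7.01 on the other 8 arrays. Its correlation with the others was 0.862 to 0.881 across probe sets, against 0.921 to 0.943 among the other 8, where probe sets are not independent replicates. The 3' minus 5' log2 difference of the Gapdh control lay between -0.14 and 0.37 on the 9 arrays. The number of arrays limits the precision.
The deposited values were fitted with limma for the 3 groups together over 31042 probe sets, without the 57 control probe sets, and p was adjusted by the Benjamini-Hochberg method. A gene with several probe sets was read at the one with the highest mean, which gave 14376 genes. Where no array of the lower group called a probe set present, the fold is a lower bound, with each of its values raised to at least the lowest log2 signal called present on that array (2.31 to 3.64). The higher group keeps its values as they are, so such a bound still depends on the arrays of that group. The 26 gene lists were tested with camera at a preset correlation of 0.01, adjusted over 52 tests. The median difference of all probe sets was 0.18 for CCl4 against vehicle and -0.12 for CCl4+Rot against CCl4. After quantile normalization these were -0.02 and 0.01, and after centring each array on its median -0.18 and 0.13. The median shifts given for gene lists are plain log2 differences with nothing subtracted, so they carry this difference of all probe sets. Camera's p and direction compare a list with all other genes. The comparisons of CCl4 with vehicle and of CCl4+Rot with CCl4 share the CCl4 arrays. A deviation of these arrays alone therefore gives opposite shifts in the 2 comparisons.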

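By camera at the preset correlation, genes of macrophages, the cell cycle, the matrix and sterol synthesis were higher with CCl4 alone than in vehicle livers, and genes of hepatocyte metabolism and interferon-induced genes were lower, but with an estimated correlation none of these lists passed (adjusted p = 0.512 for each). With rottlerin added, interferon-induced genes were higher than with CCl4 alone and genes of sterol synthesis were lower, by camera at the preset correlation and again not with an estimated correlation (adjusted p = 0.512 for both), and limma called 0 genes of these lists over all probe sets in either comparison. Mcpt1, a mast cell protease, was at least 18.2-fold higher with CCl4 than with vehicle, and Cthrc1, a secreted protein of matrix-producing cells, at least 11.3-fold. Slfn4, a member of the Schlafen family induced by interferon, was 5.96-fold higher with CCl4 and rottlerin than with CCl4 alone, at a log2 signal of 12.86 ± 0.21 against 10.29 ± 0.34 (SD, n = 3).
Between CCl4 and vehicle, limma called 0 probe sets at an adjusted p under 0.05, with 3837 at an unadjusted p under 0.05 (2683 higher and 1154 lower) and a smallest adjusted p of 0.0686. It called 352 with an intensity trend and robust prior and 184 among bright probe sets, 163 of them shared, and treat against a 1.2-fold change called 0. Between CCl4+Rot and CCl4, limma called 1 probe set, which was lower, has no gene symbol and was called absent on every array of both groups, and 2057 had an unadjusted p under 0.05 (612 higher and 1445 lower). With an intensity trend and robust prior the only call was Slfn4 (adjusted p = 0.000662, within a range from 0.000662 to 0.486 over its alternatives). At a fold of 1.5 or more, the only rule that the paper states for the arrays, 10933 probe sets differed between CCl4 and vehicle (8677 higher) and 9585 between CCl4+Rot and CCl4 (7470 lower). Among probe sets at 1.5-fold and an unadjusted p under 0.05, 77.3% were higher with CCl4 than with vehicle and 25.1% were higher with rottlerin than with CCl4, and after quantile normalization 52.6% and 50.9%. The 2 groups did not overlap in 5666 and 3602 probe sets, where chance gives 10% of all 31042.
No gene passed over all probe sets in these 2 comparisons, so genes with the smallest p are given as falling short. Among those higher with CCl4 than vehicle were Mcpt1 and Cthrc1 (adjusted p = 0.0959 for both), Tmed3, which takes part in vesicle transport (4.25-fold), and Postn. Lower were Cela1, an elastase (at least 17.8-fold), LOC102554026 (3.12-fold), Abhd15 (2.76-fold), Dmgdh, an enzyme of choline breakdown (2.03-fold), and Gpld1 (1.83-fold). Cela1 had a present call on only 1 vehicle array. Higher with rottlerin than with CCl4 alone were Slfn4, Ms4a6a (3.03-fold), Cmpk2, a nucleotide kinase (2.49-fold), Ifit3 and Sap25, and lower were Mlip, Zc3hav1l, Insl6, Pcp4 and Ogfod2, and Sap25 and these 5 had no present call on any array of both groups.
Camera called 26 of 52 list shifts. Of these 11 were up and 4 down between CCl4 and vehicle, and 7 up and 4 down between CCl4+Rot and CCl4. They include both shifts of the Figure 6B list, which is not independent evidence. With an estimated correlation camera called 0, the smallest adjusted p being 0.512. The Benjamini-Hochberg adjustment gave many lists this same value, so it does not rank them. Unadjusted, camera's p with an estimated correlation was under 0.05 for 1 list in each comparison. These were targets of TGFβ with CCl4 (0.0443) and interferon-induced genes with rottlerin (0.0145). Fry, which tests a list alone for a shift to 1 side, called 1, targets of TGFβ with CCl4 (adjusted p = 0.0311), and its test for changes in either direction called 20 lists between CCl4 and vehicle and 2 between CCl4+Rot and CCl4.

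**Figure D2:**
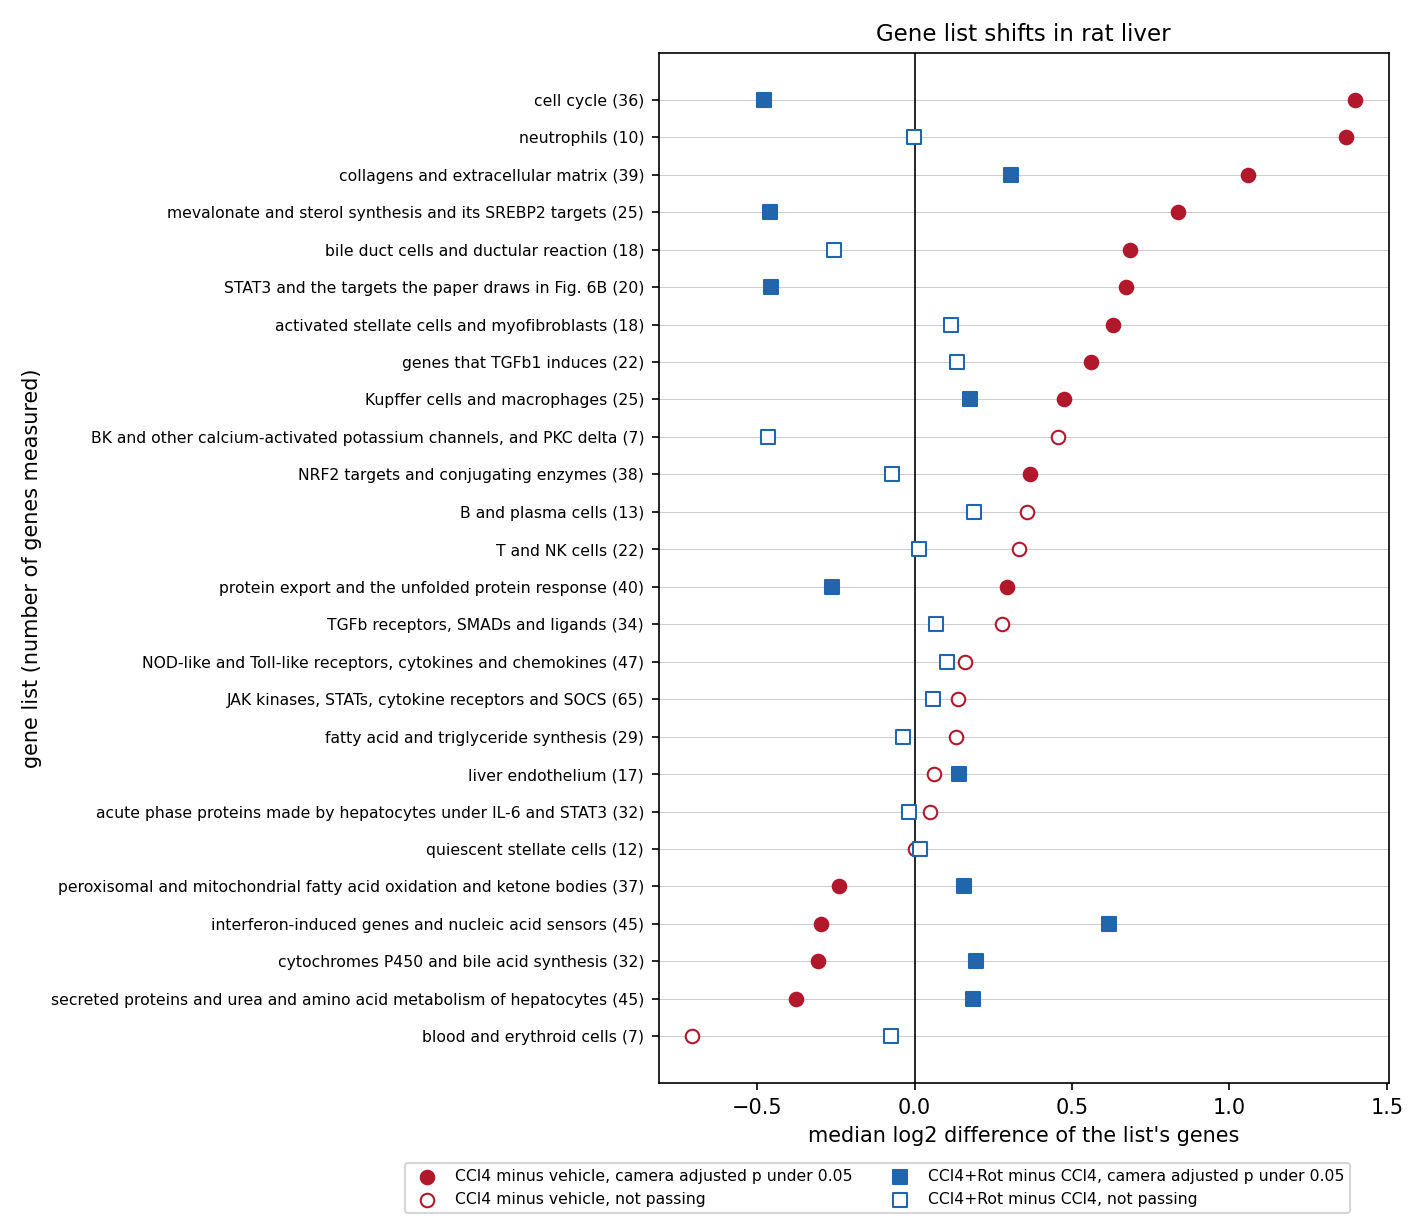
Median log2 difference of each gene list, on the horizontal axis, for CCl4 against vehicle and CCl4+Rot against CCl4, with filled markers where camera's adjusted p was under 0.05 at the preset correlation. The cell cycle list lies at 1.4 for CCl4 against vehicle and at -0.48 for CCl4+Rot against CCl4. Without CCl4 replicate 3 these medians were 0.97 and -0.18.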

Pathway analysis indicated that multiple signaling pathways, including the JAK/STAT3 pathway, were involved in the rottlerin-associated antifibrotic effects *in vivo* (Figures 6A,B). 

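Interferon-induced genes formed the list with the smallest p between rats given CCl4 and rottlerin and rats given CCl4 alone, and they were higher with rottlerin by camera at the preset correlation, but not with an estimated correlation (adjusted p = 0.512), and limma called 0 of them over all probe sets. Ifit3, an antiviral protein, was 4.1-fold higher, at a log2 signal of 8.68 ± 0.41 with vehicle, 7.22 ± 0.55 with CCl4 and 9.25 ± 0.35 with CCl4 and rottlerin (SD, n = 3). Mx2, Oas1a and Irf7, a GTPase, an oligoadenylate synthetase and a transcription factor of the interferon response, were 3.66-fold, 4.33-fold and 3.84-fold higher. Genes of sterol synthesis were lower with rottlerin by the same test and again not with an estimated correlation (adjusted p = 0.512). Dhcr7, the last enzyme of cholesterol synthesis, was 2.07-fold lower. Genes of JAK/STAT signaling as a list did not shift past the test. Where a list moved 1 way with CCl4 and the other way with rottlerin, the shared CCl4 arrays alone could give this.
Of 45 interferon-induced genes, 15 rose with rottlerin and none fell when adjusted over the list alone, 0 passed over all probe sets in limma, and 23 had an unadjusted p under 0.05. The median shift was 0.62 (camera adjusted p = 1.41e-24, and adjusted p = 0.512 with an estimated correlation). Between CCl4 and vehicle 8 of them fell and none rose when adjusted over the list alone, among them Mx2, Cxcl9, Oas1a and Stat2, by 3.32-fold, 3.37-fold, 3.81-fold and 1.79-fold, and the median shift was -0.30 (camera adjusted p = 2.12e-08, and adjusted p = 0.512 with an estimated correlation), or -0.18 without CCl4 replicate 1, -0.50 without CCl4 replicate 3 and -0.65 with centred arrays. Markers of T and NK cells, some of which respond to interferon, had a median shift of 0.01 with rottlerin (camera adjusted p = 0.0707), and of 0.44 without CCl4 replicate 3 (adjusted p = 4.79e-05, within a range from 4.79e-05 to 0.828), and they also passed without CCl4+Rot replicate 6 (0.12) and after quantile normalization (0.38). Of 25 genes of sterol synthesis, Dhcr7 and Mvd, which encodes mevalonate diphosphate decarboxylase and was 2.25-fold lower, fell with rottlerin when adjusted over the list alone (adjusted p = 0.0452 for both, from limma), 0 passed over all probe sets and 8 were lower at an unadjusted p under 0.05. Their median shift was -0.46 (camera adjusted p = 2.41e-07, and adjusted p = 0.512 with an estimated correlation), or -0.21 with centred arrays and -0.25 without CCl4+Rot replicate 4. In CCl4 against vehicle, 10 of the 25 rose when adjusted over the list alone, Dhcr7 by 2.76-fold and Mvd by 2.96-fold, with a median shift of 0.84, or 0.48 with centred arrays (camera adjusted p = 3.80e-07, and adjusted p = 0.512 with an estimated correlation).
Genes of protein folding and export in the endoplasmic reticulum, 40 in all, had a median shift of -0.26 with rottlerin (camera adjusted p = 4.57e-05, and adjusted p = 0.512 with an estimated correlation), which was -0.01 with centred arrays and -0.16 without CCl4 replicate 1 (adjusted p = 0.181 and 0.234, within a range from 3.19e-10 to 0.512). Limma called 0 of the 40 over the list alone, with Creld2, Sec11c and Sdf2l1, which act in protein folding or secretion, lower at an unadjusted p under 0.05. For CCl4 against vehicle these 3 rose when adjusted over the list alone, and the median shift was 0.29 (camera adjusted p = 0.00012, and adjusted p = 0.512 with an estimated correlation), or -0.06 with centred arrays, and it did not pass without CCl4 replicate 1 (0.21). Of 37 genes of fatty acid oxidation and ketone body synthesis, limma called 0 with rottlerin over the list alone, with Acox3 and Bdh1 higher at an unadjusted p under 0.05. Their median shift was 0.16 (camera adjusted p = 0.00279, and adjusted p = 0.595 with an estimated correlation), and it was -0.10 with array weights and 0.03 without CCl4 replicate 3, and it did not pass without CCl4+Rot replicate 6 (0.10) or after quantile normalization (0.08, adjusted p = 0.110). For CCl4 against vehicle it was -0.24 (camera adjusted p = 0.000238, and adjusted p = 0.512 with an estimated correlation), or -0.06 without CCl4 replicate 3 and -0.10 after quantile normalization, where it did not pass, with Acox3 and Cpt1a, which brings fatty acids into mitochondria, at -0.88 and -1.06. Among 47 genes of Toll-like, NOD-like and cytosolic nucleic acid receptor signaling and inflammation, limma called 0 with rottlerin over the list alone, with 3 higher, Ccl5, Pycard and Nfkb2, and 2 lower, Il12b and Spp1, at an unadjusted p under 0.05 (median 0.10, mean -0.09, camera adjusted p = 0.0819, and 0.0385 and 0.0305 without CCl4+Rot replicate 4 or 5, within a range from 0.0281 to 0.609, and median -0.02 without CCl4+Rot replicate 6). For CCl4 against vehicle only Spp1, which encodes osteopontin, passed over that list alone, at least 32.0-fold higher (median 0.16, or -0.20 with centred arrays, camera adjusted p = 0.556).
Of 65 genes of JAK/STAT signaling, 35 were higher and 30 lower with rottlerin (median 0.06, camera adjusted p = 0.0998), and limma called 0 over the list alone. The median was -0.04 without CCl4 replicate 1, -0.03 without CCl4 replicate 2, -0.04 with the mean of a gene's probe sets and 0.31 with centred arrays. At an unadjusted p under 0.05 Stat2, Irf9, Pias1 and Lifr were among those higher, and Jak3, Pim1 and Stat3 were lower. Stat2 and Irf9, which carry the interferon signal to the nucleus, had log2 differences of 0.67 and 0.74, and Jak3 one of -0.89. For CCl4 against vehicle the median was 0.14 while camera's direction was down (adjusted p = 0.665), and the median was -0.02 after quantile normalization and -0.22 with centred arrays.
The terms that the deposited annotation gives were tested by a one-sided Fisher's exact test, against 11078 genes with a term. Among 172 genes higher with rottlerin at 1.5-fold and an unadjusted p under 0.05, 6 of 3436 terms passed. They were led by defense response to virus with 11 of 73 genes (adjusted p = 2.44e-05 from Fisher's exact test). With genes past the adjusted p, 0 terms passed. With arrays left out in turn 2 to 11 terms passed, counted over genes higher and genes lower together. Among 309 genes lower none passed, and the term with the smallest p was cholesterol biosynthetic process with 6 of 23 genes (adjusted p = 0.104 from Fisher's exact test). From its enriched pathways and the genes of Figure 6B, the paper names several pathways, JAK/STAT3 among them, as potentially involved in the effect of rottlerin on fibrosis.

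**Figure D3:**
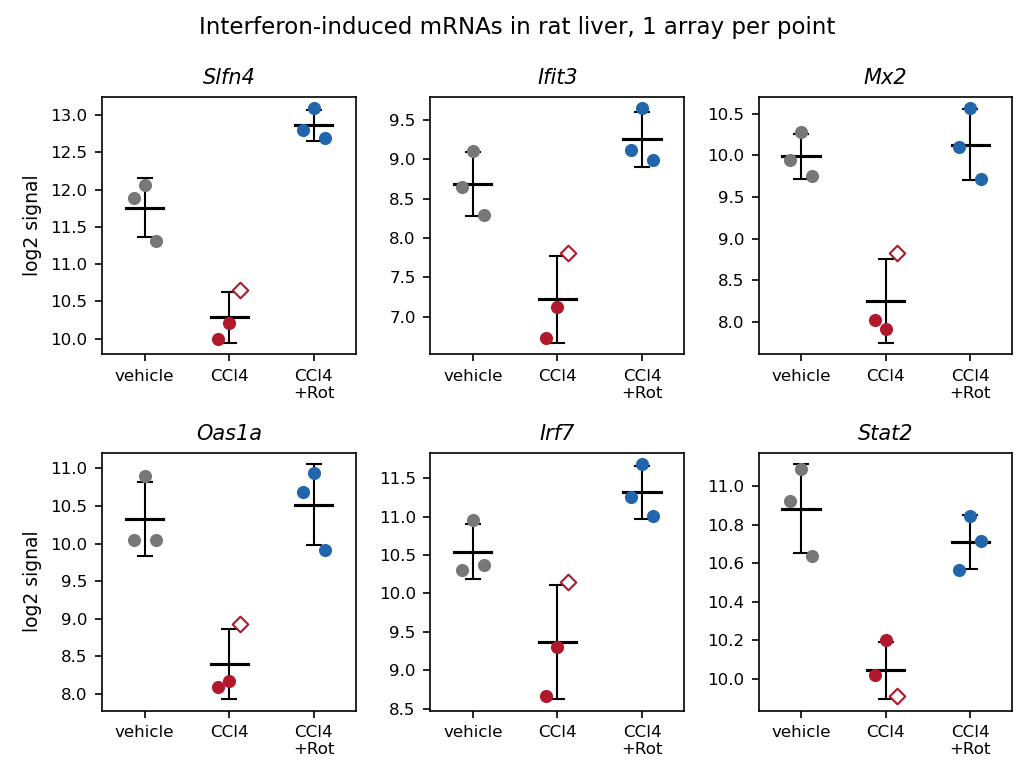
Log2 signal of Slfn4, Ifit3, Mx2, Oas1a, Irf7 and Stat2 in rat liver by group, with 1 point per array, the mean as a bar and the SD as an error bar, and CCl4 replicate 3 as an open diamond. The mean of each gene is lowest with CCl4 alone, as for Ifit3 at 8.68, 7.22 and 9.25.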

As crosstalk between SMAD3 and STAT3 in numerous biological functions is well documented, and because TGFβ1 can activate STAT3, which also has a role in liver fibrosis (Tang et al., 2017; Itoh et al., 2018; Xiang et al., 2018), we hypothesized that STAT3 may contribute to the antifibrotic effects of rottlerin. Western blot results showed that rottlerin treatment could reverse the increased levels of phosphorylated JAK2, as well as the levels of total and phosphorylated STAT3, in rats with CCl_4_-induced fibrosis (Figure 6C). In addition, rottlerin treatment also attenuated the levels of phosphorylated JAK2 and STAT3 in primary activated HSCs stimulated by TGFβ1 (Figure 6D), as well as the mRNA expression of *Il6*, *Cxcl2*, and *Ifng* (Figure 6E), downstream target genes of STAT3. 

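On the liver arrays, the mRNAs of Smad3, Tgfbr1 and Jak2 did not differ past the test between the groups, while genes induced by TGFβ were higher with CCl4 by camera at the preset correlation (adjusted p = 0.00335) and not with an estimated correlation (adjusted p = 0.512). Smad3, which carries the TGFβ signal to the nucleus, had a log2 signal of 8.68 ± 0.31 with vehicle, 8.61 ± 0.40 with CCl4 and 8.67 ± 0.28 with CCl4 and rottlerin (SD, n = 3). Tgfbr1, the type I receptor, was at 11.05 ± 0.15, 11.32 ± 0.22 and 11.44 ± 0.14 in the same groups (SD, n = 3), and Tgfb1 and Tgfbr2 were called absent on every array. Jak2, the kinase upstream of STAT3, was at 7.40 ± 0.13, 7.27 ± 0.61 and 7.79 ± 0.34 (SD, n = 3). Pmepa1, a target of SMAD signaling, was 2.29-fold higher with CCl4 than with vehicle.
Of 22 target genes of TGFβ, 8 rose and 1 fell with CCl4 when adjusted over the list alone, and the gene that fell was Tgfbi, at -0.59 on the log2 scale. Limma called 0 of the 22 over all probe sets, with 9 higher and 1 lower at an unadjusted p under 0.05, and 5 higher and 1 lower with an intensity trend and robust prior. The median shift was 0.56, or 0.38 after quantile normalization and 0.20 with centred arrays (camera adjusted p = 0.00335, and adjusted p = 0.512 with an estimated correlation). Between CCl4+Rot and CCl4 limma called 0 of the 22 over the list alone, with Junb at -0.91 as the only target at an unadjusted p under 0.05, and the median shift was 0.13, or 0.06 to 0.25 with arrays left out in turn (camera adjusted p = 0.136, and 0.0392 without CCl4 replicate 2, within a range from 0.0392 to 0.83). Of 34 genes of the TGFβ and BMP pathway itself, limma called 0 with CCl4 over the list alone, with 8 higher at an unadjusted p under 0.05, among them Ltbp1, a binding protein of latent TGFβ (2.17-fold), and Tgfb3 (2.71-fold). That list had a median shift of 0.28, or -0.08 with centred arrays and 0.15 without CCl4 replicate 3 (camera adjusted p = 0.0537, and 0.0333 without vehicle replicate 3, within a range from 0.0141 to 0.512). With rottlerin its median shift was 0.07, or -0.02 without CCl4 replicate 1 (camera adjusted p = 0.417), limma called 0 over the list alone, and Smad6, an inhibitor of BMP signaling, was the only member at an unadjusted p under 0.05, at -0.63. On a list of 32 genes written for acute phase proteins of hepatocytes under IL-6 and STAT3, Spp1 alone passed with CCl4 over the list alone. Spp1 is also on the inflammation list and is not particular to the acute phase. The median shift of the 32 was 0.05, or -0.31 with centred arrays, where camera's direction was down (adjusted p = 0.981, and 0.0124 after quantile normalization, where the median was 0.15). With rottlerin limma called 0 of the 32 over the list alone, and Bcl3, Pim1 and Spp1 were lower at an unadjusted p under 0.05, Bcl3 by -0.64 and Spp1 by -2.09 on the log2 scale (median -0.02, or 0.23 with centred arrays, camera adjusted p = 0.986, and 0.0401 without CCl4 replicate 3, within a range from 0.0241 to 0.994). The arrays measure mRNA, not phosphorylation or the amount of protein.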

Combined, these results provide strong evidence that rottlerin treatment inhibits the TGFβ1/SMAD3 and JAK/STAT3 signaling pathways *in vivo*.

**FIGURE 5:**
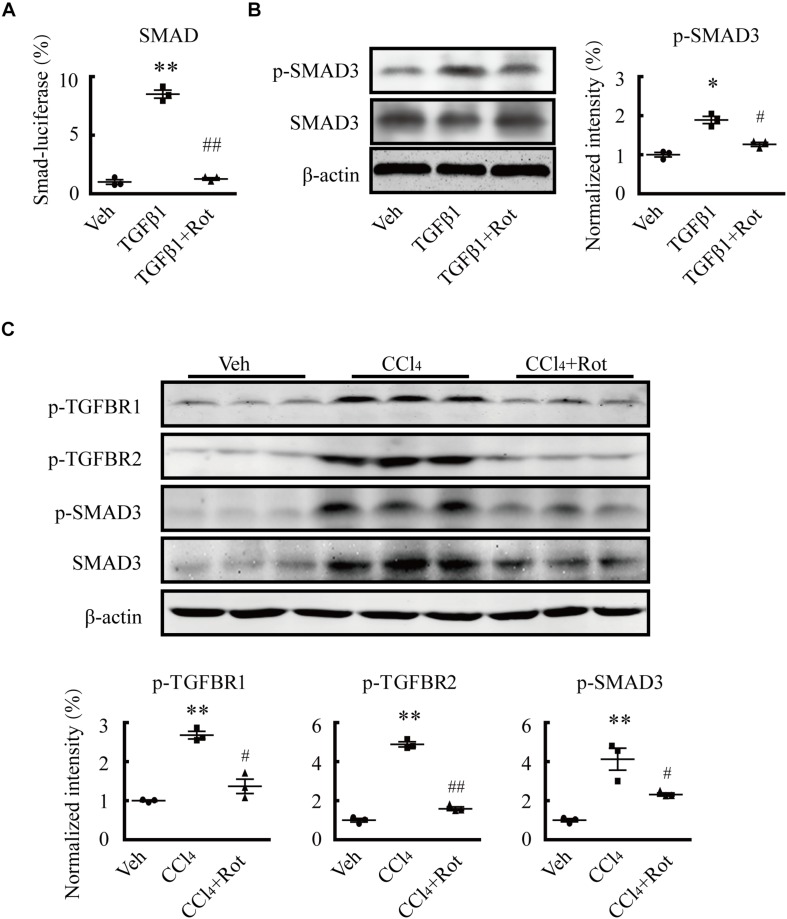
Rottlerin exerts antifibrotic effects through inhibition of the TGFβ1/SMAD3 signaling pathway. **(A)** SMAD activity as measured by luciferase reporter assay using reporter vectors PGL4.48[luc2P/SBE/Hygro] in LX2 cells with the indicated treatments. SBE means SMAD binding element (**p < 0.01 compared with the vehicle (Veh) group, ^##^*p* < 0.01 compared with the TGFβ1-treated group; *n* = 3). **(B)** Representative western blots (*left*) and normalized intensity (*right*) of the p-SMAD3 levels in primary hepatic stellate cells (HSCs) treated as indicated. Phosphorylation levels of the SMAD3 protein were measured in serum-starved HSCs treated with TGFβ1 (4 ng/mL) for 1 h. Rottlerin (3 μM) was applied to the medium for 6 h before TGFβ1 application (^∗^*p* < 0.05 compared with the Veh group, ^#^*p* < 0.05 compared with the TGFβ1-treated group, *n* = 3). **(C)** Representative western blots (*left*) and normalized intensity (*right*) of the levels of total and/or phosphorylated proteins, as indicated, in liver tissues from vehicle, CCl_4_, and rottlerin-treated rats with CCl_4_-induced fibrosis (**p < 0.01 compared with the Veh group, ^#^*p* < 0.05, and ^##^*p* < 0.01 compared with the CCl_4_-treated group, *n* = 3).

**FIGURE 6:**
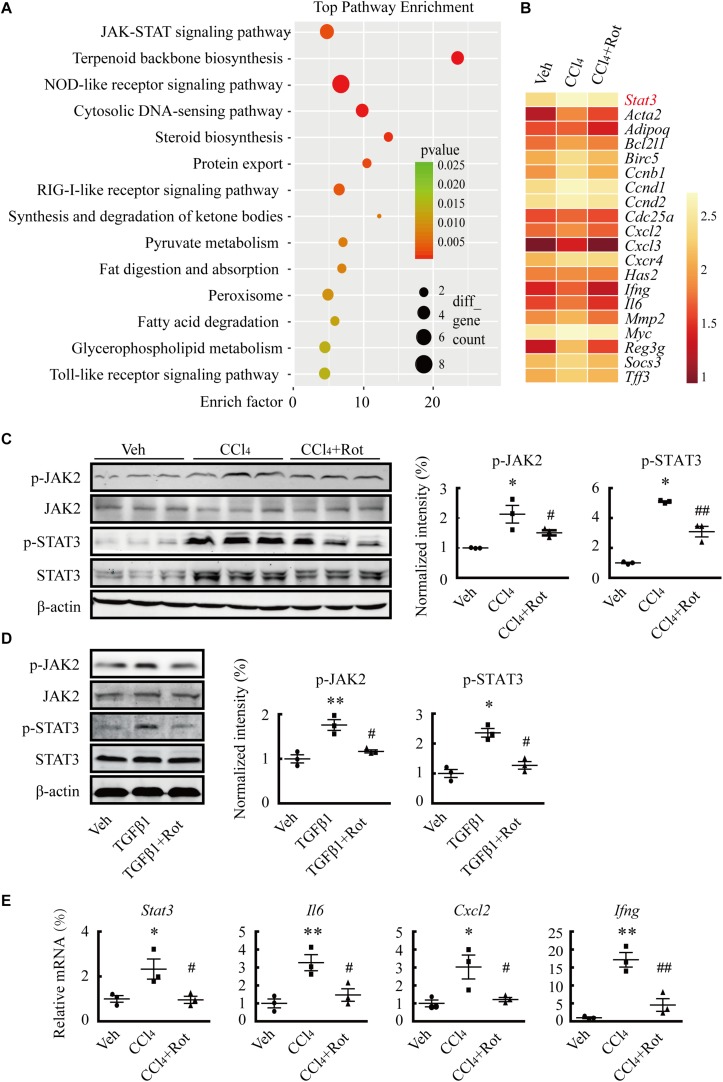
Rottlerin treatment suppresses the JAK/STAT3 signaling pathway. **(A)** KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis showing the signaling pathways potentially involved in the antifibrotic effects of rottlerin in rats with CCl_4_-induced liver fibrosis (*n* = 3). **(B)** cDNA microarray showing STAT3 and its downstream target genes in liver tissues of rats treated with vehicle, CCl_4_, or rottlerin, respectively. The average signal intensity was log2-transformed. **(C)** Representative western blots (*left*) and normalized intensity (*right*) of the total and/or phosphorylated proteins as indicated in liver tissues from vehicle, CCl_4_, and rottlerin + CCl_4_-treated rats (^∗^*p* < 0.05 compared with the Veh group, ^#^*p* < 0.05 and ^##^*p* < 0.01 compared with the CCl_4_-treated group, *n* = 3). **(D)** Representative western blots (*left*) and normalized intensity (*right*) of total and phosphorylated JAK2 and STAT3 in primary hepatic stellate cells (HSCs) treated as indicated. The phosphorylation levels of JAK2 and STAT3 were measured in serum-starved HSCs treated with TGFβ1 (4 ng/mL) for 4 h for. Rottlerin (3 μM) was applied to the medium for 6 h before TGFβ1 application (^∗^*p* < 0.05 and ^∗∗^*p* < 0.05 compared with the Veh group, ^#^*p* < 0.05 compared with the TGFβ1-treated group, *n* = 3). **(E)** mRNA levels of *Stat3* and its downstream targets interleukin 6 (*Il6*), C-X-C motif chemokine ligand 2 (*Cxcl2*), and interferon gamma (*Ifng*) after rottlerin treatment in fibrotic rats (^∗^*p* < 0.05 and ^∗∗^*p* < 0.01 compared with the Veh group, ^#^*p* < 0.05 and ^##^*p* < 0.01 compared with the CCl_4_-treated group, *n* = 3).

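Stat3, the transcription factor that the figure is about, was 2.24-fold higher in CCl4 livers than in vehicle livers and 1.58-fold lower with CCl4 and rottlerin than with CCl4 alone. Its log2 signal was 8.32 ± 0.12 with vehicle, 9.49 ± 0.32 with CCl4 and 8.82 ± 0.30 with CCl4 and rottlerin (SD, n = 3). Socs3, which STAT3 induces and which dampens JAK activity, was at 7.42 ± 0.43, 8.09 ± 0.67 and 7.41 ± 0.50 in the same groups (SD, n = 3). Ccnb1 and Birc5, which act in mitosis, had log2 differences of 1.54 and 1.18 between CCl4 and vehicle and of -0.97 and -0.83 between CCl4+Rot and CCl4, or 0.87 and 0.73 and then -0.30 and -0.39 without CCl4 replicate 3. Mmp2, a gelatinase, was at 8.86 ± 0.15 with vehicle, 10.04 ± 0.64 with CCl4 and 10.73 ± 0.12 with CCl4 and rottlerin (SD, n = 3).
Of the 20 genes of Figure 6B, which the study shows on these same samples and which are therefore not independent evidence of a direction, 19 had a higher mean with CCl4 than with vehicle, 17 a lower mean with rottlerin than with CCl4, and 16 both. Without CCl4 replicate 3 these counts were 16, 13 and 11, and 14 of the 20 genes had their highest value on that array. Since both comparisons share the CCl4 arrays, high values on these arrays alone raise all of these counts. Stat3 was the only gene that rose with CCl4 when adjusted over the list alone (adjusted p = 0.0235 from limma). Over all probe sets limma called 0 of the 20 (Stat3 adjusted p = 0.202), with 6 at an unadjusted p under 0.05, and it called Stat3 and Mmp2 with an intensity trend and robust prior, Stat3 at an adjusted p of 0.0216 within a range from 0.0216 to 0.503 over its alternatives. Between CCl4+Rot and CCl4 limma called 0 over all probe sets and over the list alone, and Stat3 was the only gene with an unadjusted p under 0.05 (adjusted p = 0.724 from limma). Its log2 difference there was -0.66 with a standard error of 0.23, and -0.48 without CCl4 replicate 3. The other probe set of Stat3, also called present on every array, was at 8.59 with vehicle, 9.29 with CCl4 and 8.56 with CCl4 and rottlerin. Its log2 differences were 0.70 with CCl4 and -0.73 with rottlerin, the latter with an unadjusted p of 0.00583 and an adjusted p of 0.638 from limma. The median shift of the list was 0.67 between CCl4 and vehicle, or 0.31 with centred arrays (camera adjusted p = 0.000565, and adjusted p = 0.512 with an estimated correlation). Between CCl4+Rot and CCl4 it was -0.45 (camera adjusted p = 0.0445, and adjusted p = 0.512 with an estimated correlation), and -0.18 without CCl4 replicate 3 (adjusted p = 0.300, within a range from 0.00621 to 0.512 over its alternatives), and it also did not pass without vehicle replicate 4, CCl4 replicate 1 or 2 or CCl4+Rot replicate 5 or 6 (-0.45, -0.60, -0.60, -0.47 and -0.39) or after quantile normalization (-0.30, adjusted p = 0.0703).
Bcl2l1, Cxcl3, Has2, Il6 and Tff3 had no present call on any array at the probe set used here. Reg3g, an antimicrobial lectin, was at least 6.53-fold higher with CCl4 than with vehicle, with a present call on only 1 CCl4 array. Its log2 difference with rottlerin was -1.62. Without CCl4 replicate 1, the array with that call, its log2 differences were 2.26 and -0.62. Neither difference of Reg3g passed the test. Cxcl2, a chemokine for neutrophils, had log2 differences of 0.41 with CCl4 and -0.52 with rottlerin, with a present call on only 1 CCl4 array. Ifng, which encodes interferon gamma, was at 5.05 ± 1.67 with CCl4 and 2.96 ± 2.92 with CCl4 and rottlerin (SD, n = 3). None of these differences passed the test. Without CCl4 replicate 3, Cxcl2 had log2 differences of -0.12 with CCl4 and 0.01 with rottlerin, and Ifng of -0.40 and -1.12, while without CCl4+Rot replicate 6 the difference of Ifng with rottlerin was -0.40. Mmp2 had a log2 difference of 0.68 between CCl4+Rot and CCl4, and its other probe set, whose signal is lower, one of -1.10, both at an adjusted p of 0.752 from limma.

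**Figure D4:**
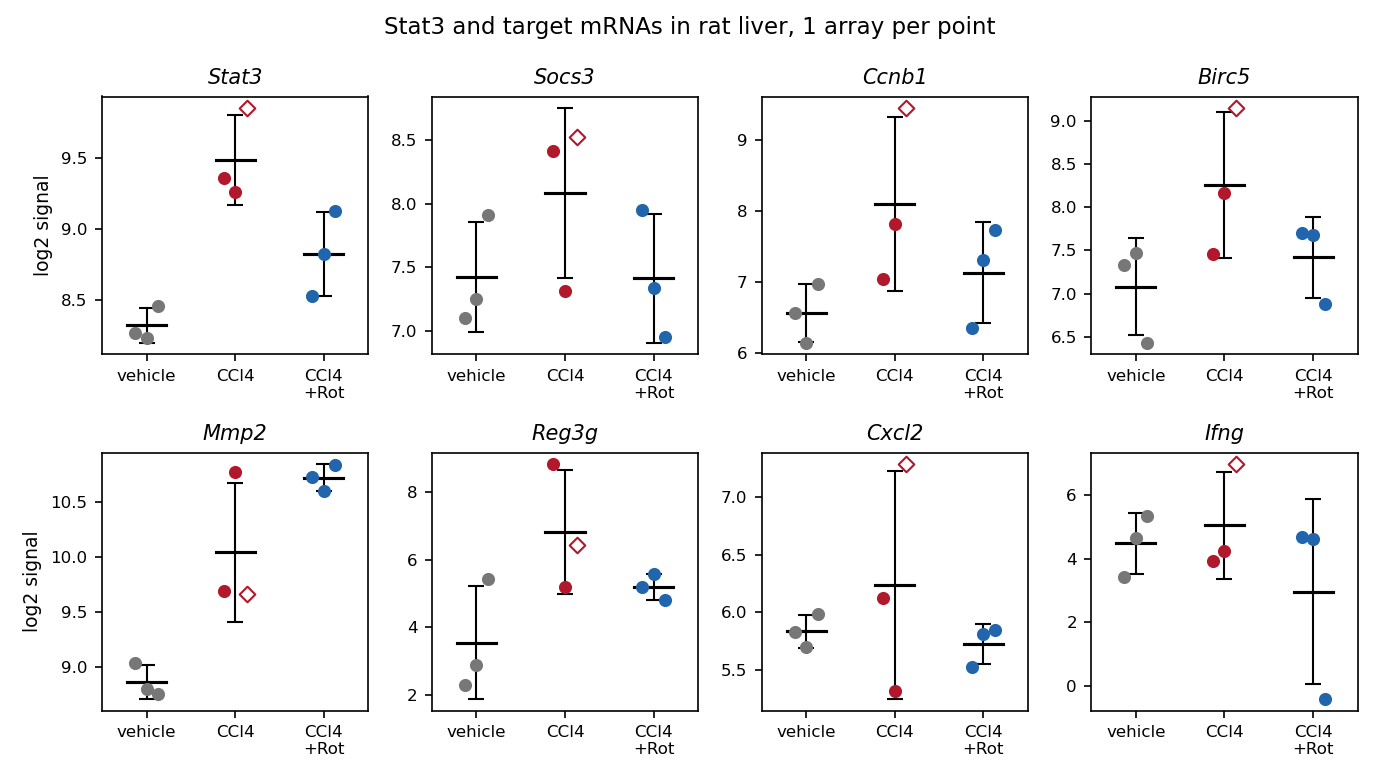
Log2 signal of Stat3, Socs3, Ccnb1, Birc5, Mmp2, Reg3g, Cxcl2 and Ifng in rat liver by group, with 1 point per array, the mean as a bar and the SD as an error bar, and CCl4 replicate 3 as an open diamond. Stat3 lies near 8.32 with vehicle, 9.49 with CCl4 and 8.82 with CCl4 and rottlerin.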

## Discussion

In this study, we demonstrated that BK channels are expressed in activated HSCs and exert an antifibrotic effect through the suppression of TGFβ-associated profibrotic signaling. Consistent with these results, the BK channel activator rottlerin showed a marked antifibrotic effect, both *in vitro* and *in vivo*. Together, our results suggest that BK channel activation represents a promising therapeutic strategy for the treatment of liver fibrosis (Figure 7).

**FIGURE 7:**
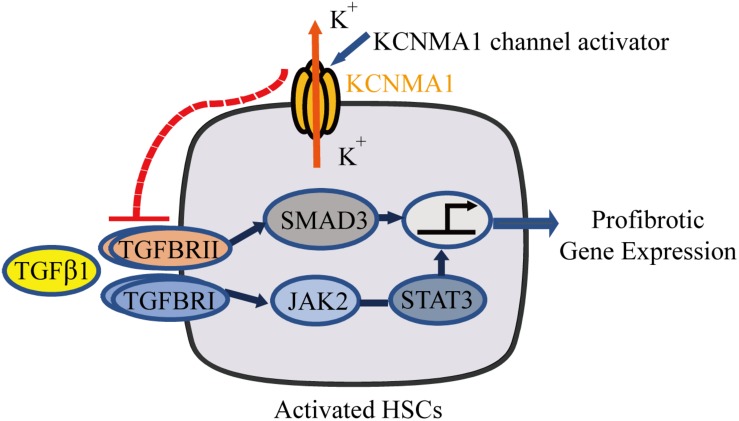
Schematic diagram showing that upregulation of large-conductance and Ca^2+^-activated K^+^ (BK) channel activity in activated hepatic stellate cells (HSCs) exerts an antifibrotic effect through suppressing of the profibrotic TGFβ1 signaling pathway.

In addition to BK channels, intermediate-conductance Ca^2+^-activated K^+^ channels (KCa3.1, also known as KCNN4), have also been reported to be involved in the pathology of hepatic fibrosis. For example, the expression of KCa3.1 was reportedly upregulated in a bile duct ligation model of liver fibrosis, while exposure to the KCa3.1 channel inhibitor TRAM-34 attenuated HSC proliferation, TGFβ1-induced HSC activation, as well as portal hypertension, suggestive of a profibrotic role for these channels (Freise et al., 2015). In contrast, a different study reported that increased KCa3.1 expression was predominantly observed in hepatocytes, but not in HSCs, and appeared to exert an antifibrotic and protective role during liver injury (Sevelsted Moller et al., 2016). Meanwhile, inhibition of KCa3.1 was shown to aggravate fibrotic symptoms in a CCl_4_-induced mouse model of liver fibrosis (Sevelsted Moller et al., 2016), in which more HSC differentiation into myofibroblast was observed compared with that in a bile duct ligation model (Iwaisako et al., 2014). In our study, whole-cell current recordings from activated HSCs showed a prominent outward rectification property resembling the K^+^ current from the BK channel, but not the KCa3.1 channel. Moreover, the current characterized by rottlerin activation and paxilline blockade *in vitro*, as well as inhibition of fibrosis mediated through BK channel activation *in vivo*, further support that BK channels may play more important roles than KCa3.1 channels in hepatic fibrosis, at least in models of CCl_4_-induced liver fibrosis.

Several studies have shown that BK channels are expressed in human HSCs and potentially attenuate the portal hypertension that typically occurs in the late stage of liver fibrosis (Gasull et al., 2001; Rodriguez-Vilarrupla et al., 2008). We demonstrated that BK channel activation by a channel-specific activator suppresses HSC activation and fibrosis, indicating that BK channels are important in the early stage of this condition. Our study supports that the BK channel exerts its antifibrotic effects through the inhibition of the canonical TGFβ1/SMAD3 signaling pathway, as evidenced by the notable reduction in SMAD3 and STAT3 phosphorylation levels induced by rottlerin treatment, both *in vitro* and *in vivo*. Activation of BK channels either through overexpression of the BK channel pore-forming alpha subunit, KCNMA1, or by pharmacological means, greatly inhibited the migration capacity of activated HSCs. This could be explained, at least in part, by the rottlerin treatment-induced decrease in the mRNA expression of *CCL2*, a key chemokine responsible for activated HSC migration (Seki and Schwabe, 2015).

Hepatic stellate cells are well-known therapeutic targets for the treatment of liver fibrosis, and a series of antifibrotic drugs that target HSCs have been developed and tested in clinical trials (Higashi et al., 2017). A promising therapeutic strategy is to revert activated HSCs to a quiescent state. Although rottlerin was originally identified as an inhibitor of protein kinase C delta (PKCδ) (Gschwendt et al., 1994; He et al., 2019) and a recent report has shown that a general PKC inhibitor reduces a-SMA production in LPS-induced liver injury models in mice (Lee et al., 2013), a more detailed study has identified that rottlerin was an ineffective inhibitor of PKCδ activity, at least at micromolar concentrations (Soltoff, 2007). Systemically applied rottlerin was indicated to effectively treat experimental asthma via BK channel activation but without any effect on the control healthy mice (Goldklang et al., 2013). Here, we further demonstrated that systemically applied rottlerin has a marked antifibrotic effect in the liver through inhibition of HSC activation.

## Conclusion

In summary, we have demonstrated that activation of BK channels attenuates HSC activation by negatively regulating the profibrotic TGFβ1 signaling pathway. Our results not only link BK channels to profibrotic signaling pathways, but also provide evidence that pharmacological activation of BK channels may represent a promising therapeutic strategy for the treatment of liver fibrosis.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO database, accession number GSE139994 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE139994). The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation, to any qualified researcher.

## Ethics Statement

The animal study was reviewed and approved by the Shanghai Jiao Tong University Institutional Animal Care and Use Committee.

## Author Contributions

LY, MZ, and BH performed the experiments and analyzed the data. Y-HW and MZ critically revised the manuscript. LY, Z-GZ, KH, and SH designed the research, conceived the ideas, and wrote the manuscript. All authors edited and reviewed the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ACTA2, actin alpha 2: smooth muscle
BSA: bovine serum albumin
CCL2: C-C motif chemokine ligand 2
COL1A1: collagen type I alpha 1 chain
ECM: extracellular matrix
TGF β 1: transforming growth factor beta 1.

How the deposited data were processed for this re-analysis (not part of the article)

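Liver tissue of rats in 3 groups, vehicle, CCl4 and CCl4 with rottlerin (CCl4+Rot), was measured on an Affymetrix rat genome array, with 3 arrays per group and 9 in all. The labels number the vehicle arrays 3, 4 and 5, the CCl4 arrays 1, 2 and 3 and the CCl4+Rot arrays 4, 5 and 6. Whether each array is a different rat is not given in the sources used here.

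The values are log2 signals that the authors deposited for 31099 probe sets, each with a present, marginal or absent call. The software that made them is not given in the sources used here. Checked on the deposited values, the mean signal on the linear scale was 500.0 on every array once 2% of probe sets at each end were left out. The arrays were thus scaled by the authors to 1 target without making their distributions alike. The number of present calls per array, from 12714 to 16849, is the measure of signal over background, and the number of arrays limits the precision.

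The deposited log2 values were used with no further normalization. The 57 control probe sets were left out, which left 31042 probe sets, and no filter on intensity was used. Of all probe sets, 20323 have 1 gene symbol, 1096 have several and 9680 have none, and 19717 of those with 1 symbol were matched by gene number to a RefSeq gene table (GRCr8), which updated 1833 symbols. A gene was read at its probe set with the highest mean over the 9 arrays, which gave 14376 genes. The groups were compared with lmFit and eBayes of limma (no trend, not robust) on all 9 arrays, with p adjusted by Benjamini-Hochberg over all probe sets and a threshold of 0.05. A fold against a group without a present call is a lower bound, in which values under the lowest log2 signal called present on that array were raised to it.

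The 27 gene lists were written from background knowledge and from the genes the paper names. They cover the genes of Fig. 6B, the extracellular matrix, activated and quiescent HSCs, the TGFβ pathway and its targets, JAK/STAT signaling, acute phase proteins, sterol synthesis, fatty acid synthesis and oxidation, interferon-induced genes, inflammation, macrophages, neutrophils, T and NK cells, B and plasma cells, endothelium, bile duct cells, erythroid cells, hepatocyte metabolism, cytochromes P450 and bile acid synthesis, NRF2 targets, protein folding and export, the cell cycle, and BK channel genes. The list of other genes that the paper names served for naming only, so 26 lists were tested with camera at a preset correlation of 0.01, adjusted over the 52 tests of CCl4 against vehicle and CCl4+Rot against CCl4. The comparison of CCl4+Rot with vehicle was adjusted by itself. Each list was also tested with an estimated correlation and with fry. The genes of Fig. 6B are shown by the study on these same samples and are not independent evidence of a direction, and how they were chosen is not given in the sources used here. Terms of the deposited annotation with 5 to 500 genes were tested by a one-sided Fisher's exact test for genes at 1.5-fold and an unadjusted p under 0.05. KEGG itself was not at hand.

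The text names the genes of Fig. 6B and other genes the paper names, the genes with the largest change past the threshold or, where fewer than 5 passed, the 5 with the smallest p in each direction, the 4 members of each list with the smallest p, and the genes of any count of 5 or fewer, though not every gene that this rule covers is given. Lifr, Nfkb2, Pias1, Tgfbi, Trem2 and LOC100910286, which are named only for such a count, were chosen after their values were seen.

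Alternatives were fits of only the 2 groups compared, an intensity trend with a robust prior, array weights, bright probe sets only (15521 above the median), quantile normalization, centring each array on its median, leaving out each array in turn, a replicate block, treat against a 1.2-fold change, the paper's fold rule of 1.5 and the test its methods name, and the mean of a gene's probe sets. Present probe sets only (with a trend and robust prior for single probe sets), bright probe sets without CCl4 replicate 3, the scale and probe sets of Fig. 6B and the share of opposite signs at 1.5-fold were added after seeing the data.

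Limma was tested on simulated data built from the spread of these probe sets and the weights of these arrays. It called 3.6% of probe sets shifted by 2-fold, 34.0% by 4-fold and 53.2% by 8-fold, and among bright probe sets 31.7%, 70.9% and 93.0%. The weights were not rescaled, so the simulated variance lay on average above that of the data, and these rates are likely too low. At a p under 0.05, camera called a matrix list shifted by 0.5 in 10 of 10 simulated data sets and an unshifted one in 1 of 10. The simulations draw the noise of each probe set independently, so neither rate tests how often camera calls an unshifted list of correlated genes. The tools were R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.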

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

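The tests of lists, an estimated correlation, leaving out arrays, centred arrays and quantile normalization were set in advance, while the checks of CCl4 replicate 3 by background, beta-actin and the matrix list, that array as the cause of a pattern, and the T and NK cell and hepatocyte lists as measures of cell share, with the markers of other cell types set against the matrix list, were chosen after the results were seen.

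Signals appeared in groups of genes that the paper does not discuss, and they are given here with camera's adjusted p and its range over the alternatives. Cell cycle genes had a median log2 shift of 1.4 between CCl4 and vehicle (adjusted p = 1.29e-08, range 1.91e-15 to 0.512) and of -0.48 between CCl4+Rot and CCl4 (0.00335, range 3.35e-07 to 0.627). Without CCl4 replicate 3 the shift of cell cycle genes with CCl4 was 0.97 and still passed at the preset correlation. Markers of bile duct cells had a median shift of 0.68 with CCl4 (0.0454, range 0.00558 to 0.512). Hepatocyte genes had a median shift of -0.38 with CCl4, or -0.18 without CCl4 replicate 3 and -0.19 after quantile normalization (5.05e-13, range 8.02e-16 to 0.512), and of 0.18 with rottlerin (9.11e-06, range 2.0e-10 to 0.905). Markers of Kupffer cells and macrophages had a median shift of 0.47 with CCl4 (0.000125, range 2.15e-07 to 0.512) and of 0.18 with rottlerin (0.000576, range 1.09e-05 to 0.512). Neutrophil markers had a median shift of 1.37 with CCl4 (0.0387, range 0.00109 to 0.512). Targets of NRF2 and conjugating enzymes had a median shift of 0.37 with CCl4 (0.0357, range 8.04e-05 to 0.512). Genes of cytochromes P450 and bile acid synthesis had a median shift of -0.31 with CCl4 (1.62e-05, range 9.41e-08 to 0.512) and of 0.20 with rottlerin (0.000606, range 3.77e-07 to 0.696). Liver endothelium markers had a median shift of 0.14 with rottlerin (0.0454, range 0.0064 to 0.628). With an estimated correlation none of these passed (adjusted p = 0.512 for each but the cell cycle with rottlerin, at 0.627).
Leaving out single arrays ended some of these calls. With CCl4, bile duct markers no longer passed without vehicle replicate 3 (0.48) or 5 (0.63), CCl4 replicate 2 (0.50) or 3 (0.59) or CCl4+Rot replicate 5 or 6 (0.68 for both), neutrophil markers without vehicle replicate 4 (1.23) or 5 (1.11) or CCl4 replicate 2 (1.27) or 3 (0.97), NRF2 targets without vehicle replicate 3 (0.37) or CCl4 replicate 1 (0.41) or 2 (0.31), and genes of cytochromes P450 and bile acid synthesis without CCl4 replicate 3 (-0.11). With rottlerin, cell cycle genes no longer passed without CCl4 replicate 2 (-0.46) or 3 (-0.18) or CCl4+Rot replicate 4 (-0.28), endothelium markers without vehicle replicate 4 (0.14), CCl4 replicate 3 (0.02) or CCl4+Rot replicate 5 (0.17) or 6 (0.14), and the hepatocyte, macrophage and P450 lists without CCl4 replicate 3 (0.02, 0.15 and 0.05). After quantile normalization the bile duct (0.38), neutrophil (1.01) and P450 (-0.16) lists with CCl4 and the hepatocyte (0.05), P450 (0.09) and endothelium (0.18) lists with rottlerin did not pass. The macrophage shift with CCl4 was 0.12 with centred arrays and 0.77 without CCl4 replicate 1, that of NRF2 targets 0.01 with centred arrays, and the cell cycle shift with rottlerin -0.99 without CCl4 replicate 1.

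The array of CCl4 replicate 3 stands apart from the other 8 arrays. Degraded RNA is argued against by the beta-actin control, whose 3' minus 5' log2 difference of 1.34 lay below the 1.45 of another array. A vehicle liver under this label is argued against by the matrix list, which lay 0.93 above the vehicle mean on this array, while no vehicle array lay more than 0.45 above it. A higher background on dim probe sets is consistent with the data, since probe sets called absent on all the other 8 arrays were 1.55 higher on this array, against at most 0.13 for any other array. What raised this background was not tested, and a biological difference of this liver stays open.

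Interferon-induced genes were lower with CCl4 alone than in both other groups by camera at the preset correlation, and not with an estimated correlation (adjusted p = 0.512 for both), and of the 10 splits of the vehicle and CCl4 arrays 2, the real one included, gave the list a p as small (1 of 10 for CCl4+Rot and CCl4). The array of CCl4 replicate 3 alone is argued against, since without it the list was 0.82 higher with CCl4+Rot than with CCl4. The scaling between arrays is argued against by quantile normalization, after which the shift was 0.57. Fewer T and NK cells with CCl4 alone cannot be told apart from a change within cells, since the shift of their markers between CCl4 and vehicle, 0.33, ranged from -0.24 to 0.69 when arrays were left out in turn. Both comparisons share the CCl4 arrays, so a deviation of these arrays alone would also give opposite shifts. An effect of CCl4 and rottlerin on the interferon response, or a difference between the rats of the groups, stays open as a hypothesis.

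Matrix mRNAs were not lower with CCl4 and rottlerin than with CCl4 alone. Of the 10 splits of these arrays 3, the real one included, gave the list a camera p as small. The largest median shift in another split was 0.60 in size, so the splits do not set the real shift apart. The array of CCl4 replicate 3 alone is argued against, since the shift of the list was 0.29 without it, and the scaling between arrays, since it was 0.33 after quantile normalization. A lower share of hepatocytes with rottlerin cannot be told apart from a change within cells. Hepatocyte genes were not lower with rottlerin, though a lower share would lower them. Their shift was 0.18, and 0.02 to 0.29 with arrays left out in turn. It was only 0.02 without CCl4 replicate 3 and 0.05 after quantile normalization, too small to decide. The other cell types did not move alike (0.18 for macrophages, 0.14 for endothelium, or 0.02 without CCl4 replicate 3, 0.01 for T and NK cells, -0.003 for neutrophils and -0.25 for bile duct markers). Yet none lay apart from the matrix list by more than its spread, the largest difference, for bile duct markers, being 0.67 (95% interval -0.003 to 1.34) and 0.38 after quantile normalization (95% interval -0.28 to 1.03). A difference between matrix mRNA and deposited collagen, or between rats, stays open and was not tested.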

How the results depend on the processing

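Present probe sets only (with a trend and robust prior for the counts), bright probe sets on the 8 arrays without CCl4 replicate 3 and the probe sets nearest to Fig. 6B were chosen after seeing the data, and the other settings in advance. The counts of probe sets moved with the prior and the probe sets tested. For CCl4 against vehicle, limma called 0 with all settings but a trend and robust prior (352), bright probe sets (184), present probe sets with a trend (587) and bright probe sets on 8 arrays (166), while 1.5-fold gave 10933, 1.5-fold with an unadjusted p 3181, and the methods' test with 1.5-fold 1774. For CCl4+Rot against CCl4, limma called 1, but 0 on the 2 groups alone, 2 with bright probe sets, 0 after quantile normalization and 0 with treat, the methods' test called 0 after adjustment and 851 with 1.5-fold, and 1.5-fold gave 9585, or 1771 with an unadjusted p. For CCl4+Rot against vehicle, limma called 8, but 1 on the 2 groups alone, 241 with a trend and robust prior, 73 with array weights, 189 with bright probe sets, 3 after quantile normalization, 2 with centred arrays, 331 with present probe sets and a trend and 306 with bright probe sets on 8 arrays, and 1.5-fold gave 8352, 2186 with an unadjusted p and 2126 with the methods' test, which called 0 after adjustment. The replicate block, on the vehicle and CCl4+Rot arrays that share the numbers 4 and 5, called 0, against 0 without the block on the same 4 arrays, and the other comparisons share too few numbers for one. Leaving out arrays in turn gave 0 to 0, 0 to 2 and 0 to 24 calls. Part of this follows from the construction, since fewer probe sets or arrays were tested, and apart from that the cause was not tested.

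The correlation of the 2 comparisons was -0.586 with array weights, -0.458 with bright probe sets, -0.538 after quantile normalization, -0.460 with present probe sets, -0.443 with bright probe sets on 8 arrays and -0.694 to -0.486 with arrays left out in turn. Camera called 26 list shifts, 0 with an estimated correlation, 19 to 27 with arrays left out in turn, and fry called 1. The matrix list with CCl4, at 1.06, had an adjusted p of 0.512 with an estimated correlation and 0.0894 with fry (median 0.79 to 1.2 with arrays left out). With rottlerin it had 0.12 with array weights (adjusted p = 0.0743) and at 0.31 adjusted p-values of 0.512 with an estimated correlation, 0.424 with fry and 0.273 with fry's mixed test (0.18 to 0.55 with arrays left out). The interferon list with rottlerin, at 0.62, had 0.512 and 0.0894 (0.49 to 0.82), and the sterol list, at -0.46, had 0.512, 0.165 and 0.0630 by these tests (-0.66 to -0.25). The JAK/STAT list with rottlerin ranged from -0.04 to 0.12 with arrays left out and was 0.31 with centred arrays. Fatty acid oxidation with rottlerin reversed with array weights (-0.10, adjusted p = 0.560) and without CCl4 replicate 3, where camera's direction was down (adjusted p = 0.780), with medians from 0.030 to 0.30 over the arrays left out. Of the genes the paper names, limma called 0 of 31, 3 with a trend and robust prior (Col1a1, Mmp2 and Stat3), 2 of 19 with bright probe sets (Col1a1 and Stat3), and 0 to 0 with arrays left out in either comparison. Of the terms with rottlerin, counted over genes higher and genes lower together, 6 passed, all for genes higher. With genes past the adjusted p 0 passed, and with arrays left out 2 to 11. The cause was not tested. Over gene list values under settings set in advance, 830 kept their side of the threshold, 124 no longer passed and 30 newly passed. Another 2 reversed. Of named genes 3826 values kept their side of the threshold and 75 newly passed. Reversals were counted only where the main fit passed, which no named gene did. Changes of sign in lists and genes that did not pass are thus not counted. The log2 of the log2 values was not run, since the colours of Fig. 6B lie on another scale. In the simulated data, whose variance lay on average above that of these arrays, dim signals limited the calls.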

Differences from the paper's values

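The values of Fig. 6B were read by eye from its colours. Its legend gives a log2 scale, but the 60 values lie closest to the log10 of the mean signal, with a median absolute difference of 0.0897, against 3.07 on the natural log scale and 5.30 on the log2 scale, so they are compared as log10. On this scale 16 of 60 values differ at the probe set used here, 11 of 60 with the mean of a gene's probe sets, and 2 of 60 with the probe set nearest to Fig. 6B, which was chosen after seeing the values and drops none of the 20 genes.

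For Acta2, the paper's value is about 1.3 with vehicle and about 1.7 with CCl4+Rot in Fig. 6B, read by eye, against 1.94 and 2.08 here (log2 6.43 and 6.92), and none of the 12 alternatives set before the data were examined closes either gap. For Bcl2l1, the paper's value is about 1.9 with vehicle, about 2.1 with CCl4 and about 2 with CCl4+Rot in Fig. 6B, read by eye, against 2.52, 2.66 and 2.66 here (log2 8.39, 8.83 and 8.85), and the mean of the gene's probe sets alone closes all of them. For Ccnd1, it is about 2.5, about 2.9 and about 2.7 in Fig. 6B, read by eye, in the same order, against 3.18, 3.36 and 3.38 here (log2 10.57, 11.15 and 11.24), and the mean of the gene's probe sets closes the gap for CCl4 only. For Cdc25a, it is about 1.7, about 1.8 and about 1.7 in Fig. 6B, read by eye, against 2.14, 2.32 and 2.27 here (log2 7.11, 7.71 and 7.53), and the mean of the gene's probe sets closes the gap for vehicle only. For Cxcl3, it is about 1.5 with CCl4 and about 1 with CCl4+Rot in Fig. 6B, read by eye, against 2.09 and 1.7 here (log2 6.95 and 5.65), and the first is closed without CCl4 replicate 2, without CCl4 replicate 3 and with the mean of the gene's probe sets, the second by no alternative. For Mmp2, it is about 2 with vehicle, about 2.3 with CCl4 and about 1.9 with CCl4+Rot in Fig. 6B, read by eye, against 2.67, 3.05 and 3.23 here (log2 8.87, 10.14 and 10.73), and no alternative set before the data were examined closes them. The probe set nearest to Fig. 6B, chosen after seeing the values, closes all of these gaps except those of Acta2.

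In Fig. 4B the paper's RT-qPCR value of Acta2 mRNA with CCl4 is about 4.1 relative to vehicle, read by eye, against 1.72 on the arrays, and none of the 12 alternatives set before the data were examined closes this gap. The figure has 5 rats per group and the arrays are 3 per group, and whether any rat is in both is not given in the sources used here.

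The paper states that rottlerin suppressed the rise of ACTA2 and of collagen deposition, measured by RT-qPCR, western blot and staining. On the arrays, Acta2 had a log2 difference of -0.28 between CCl4+Rot and CCl4, in the paper's direction but not past the test (adjusted p = 0.872 from limma), and one of 0.04 with array weights and 0.16 without CCl4 replicate 3. Col1a1 had one of 0.45, which is smaller without CCl4 replicate 1. The matrix list had a median shift of 0.31, or 0.18 to 0.55 with arrays left out in turn. Fig. 6B shows lower Mmp2 with rottlerin, and the probe set used here had a log2 difference of 0.68, its other probe set one of -1.10 (adjusted p = 0.752 for both, from limma), and the mean of its probe sets, set before the data were examined, one of -0.21. The paper names JAK/STAT signaling as a pathway of the rottlerin effect, from pathway enrichment, western blots of JAK2 and STAT3 and mRNAs of STAT3 targets. On the arrays the list of 65 genes did not pass (median 0.06, camera adjusted p = 0.0998, range 0.0737 to 0.609 over its alternatives). This list measures mRNA and not phosphorylation or protein, so it does not test what the blots show. On Stat3 itself the arrays gave 2.24-fold higher with CCl4 and 1.58-fold lower with rottlerin, in the paper's direction, the latter with an unadjusted p of 0.0221 and an adjusted p of 0.724 from limma. A trend and robust prior, set before the data were examined, called the former (adjusted p = 0.0216, range 0.0216 to 0.503 over its alternatives). The other probe set of Stat3 had log2 differences of 0.70 with CCl4 and -0.73 with rottlerin (adjusted p = 0.638 from limma for the latter). Of 20 genes in Fig. 6B, 16 had a higher mean with CCl4 and a lower mean with rottlerin, and 11 without CCl4 replicate 3. High values on the shared CCl4 arrays alone raise this count. The paper states no number of differing probe sets, so no count is compared.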

Other observations

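The tests of lists, the splits of arrays and the correlation of the 2 comparisons were set in advance, and the share of opposite signs at 1.5-fold was chosen after the result was seen.

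By camera at the preset correlation, livers of rats given CCl4 and rottlerin differed from vehicle livers in genes of the matrix and of macrophages, but not with an estimated correlation (adjusted p = 0.166 and 0.331). Limma called 8 probe sets in this comparison (0 without vehicle replicate 5, CCl4 replicate 3 or any of the CCl4+Rot replicates, 1 on the 2 groups alone, and 0 to 24 with arrays left out in turn), with 2580 at an unadjusted p under 0.05, among them Mcpt1, a mast cell protease (at least 63.9-fold higher, adjusted p = 0.0163), and Cthrc1 (at least 10.7-fold higher, adjusted p = 0.0427). Sap25 and a probe set of LOC100910286 were also called, though absent on every array of both groups, and the other 4 have no gene symbol. Of 39 matrix genes 27 rose when adjusted over the list alone, with 28 at an unadjusted p under 0.05, and limma called 0 over all probe sets and 16 with a trend and robust prior. Their median shift was 1.4 (camera adjusted p = 1.33e-24, and 0.166 with an estimated correlation). Of 25 macrophage markers 15 rose when adjusted over the list alone, with 18 at an unadjusted p under 0.05, and limma called 0 over all probe sets and 6 with a trend and robust prior. Their median shift was 0.80 (camera adjusted p = 4.51e-14, and 0.331 with an estimated correlation). Markers of activated HSCs had a median shift of 0.57 (camera adjusted p = 0.000148, and 0.457 with an estimated correlation), targets of TGFβ one of 0.46 (1.13e-05 and 0.166), the cell cycle one of 0.63 (5.45e-06 and 0.491) and hepatocyte genes one of -0.16 (5.02e-05 and 0.538). Camera called 14 lists here, 13 up and 1 down, 0 with an estimated correlation, and fry called 3, those of the matrix, macrophages and TGFβ targets.

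With CCl4 alone, against vehicle, genes of macrophages, the cell cycle and detoxification were higher by camera at the preset correlation, and not with an estimated correlation (adjusted p = 0.512 for each). Gpnmb, Lgals3, Mmp12 and Lyz2, which macrophages of injured tissue express, rose by 10.6-fold, 3.81-fold, 13.5-fold and 2.33-fold when adjusted over the list alone, as did Trem2, which had no present call on any array. Of 36 cell cycle genes 16 rose when adjusted over the list alone, among them Mki67, a marker of dividing cells (4.15-fold), and Prc1 (at least 4.01-fold). Gsta3, a glutathione transferase, and Akr1b8, an aldo-keto reductase, rose by 12.8-fold and 1.88-fold when adjusted over the list of 38 NRF2 targets alone. Limma called 0 of these genes over all probe sets, with 11, 23 and 8 of the lists at an unadjusted p under 0.05, and 5, 6 and 2 called with a trend and robust prior. Of 45 hepatocyte genes 42 had a lower mean with CCl4 and 12 were lower at an unadjusted p under 0.05, among them Sds, Gpt and Gls2 of amino acid metabolism, at -1.99, -1.4 and -0.96 on the log2 scale, while limma called 0 over the list alone and 0 with a trend and robust prior. Of 32 genes of cytochromes P450 and bile acid synthesis 25 had a lower mean, with Slc27a5 at -0.52, while Cyp7a1, the first enzyme of bile acid synthesis, was at 0.90. Mmp9, Mmp8 and Lcn2 were the 3 of 10 neutrophil markers at an unadjusted p under 0.05.

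Other lists did not pass camera in either comparison. Their median shifts with CCl4 and then with rottlerin were 0.33 and 0.01 for T and NK cells, 0.36 and 0.19 for B and plasma cells, -0.71 and -0.07 for erythroid cells, 0.13 and -0.04 for fatty acid synthesis and 0.45 and -0.47 for BK channel genes and their relatives (0.12 and -0.03 without CCl4 replicate 3). Their signs turned with centred arrays for T and NK cells, B and plasma cells and fatty acid synthesis with CCl4 (-0.03, -0.000503 and -0.23) and for erythroid cells and fatty acid synthesis with rottlerin (0.17 and 0.21), and after quantile normalization for erythroid cells, fatty acid synthesis and BK channel genes with rottlerin (0.14, 0.01 and 0.03). Lists passed without single arrays, T and NK cells with CCl4 without CCl4 replicate 3 (-0.24, adjusted p = 0.0369, range 0.0369 to 0.956 over its alternatives), and B and plasma cells (0.61) and erythroid cells (-0.76) with CCl4 without vehicle replicate 3, and erythroid cells with CCl4 passed after quantile normalization (-0.55). For T and NK cells and fatty acid synthesis with CCl4 camera's direction was down, against the sign of the median, and for fatty acid synthesis with rottlerin it was up. With arrays left out in turn the medians with rottlerin ranged from -0.29 to 0.44 for T and NK cells, -0.05 to 0.30 for B and plasma cells, -0.25 to 0.21 for erythroid cells and -0.15 to 0.12 for fatty acid synthesis, and those with CCl4 from 0.12 to 0.61 for B and plasma cells, -0.76 to -0.25 for erythroid cells and 0.02 to 0.29 for fatty acid synthesis. Endothelial markers had a median shift of 0.06 with CCl4, or -0.30 with centred arrays and -0.06 after quantile normalization, with camera's direction down (adjusted p = 0.638). With rottlerin, the shift of bile duct markers was -0.25, or -0.01 with centred arrays and -0.51 without CCl4 replicate 1 (adjusted p = 0.257), that of NRF2 targets -0.07, or 0.18 with centred arrays (adjusted p = 0.863, and 0.0420 without CCl4 replicate 3, within a range from 0.0304 to 0.981), and that of neutrophil markers -0.003, or 0.24 with centred arrays, 0.17 after quantile normalization and 0.55 without CCl4 replicate 3, with a mean of 0.06 (adjusted p = 0.647).

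The probe set of Kcnma1 used here, for the BK channel subunit that the paper studies in HSCs, was called absent on all 9 arrays of whole liver, and another of its probe sets was called present on CCl4 replicate 2. Kcnn4, a calcium-activated channel that the paper also discusses, was at least 2.52-fold higher with CCl4 than with vehicle (adjusted p = 0.450 from limma), and had a log2 difference of -0.58 with rottlerin. Without CCl4 replicate 3, which had a marginal call, the differences of Kcnn4 were 0.78 and -0.03 on the log2 scale. The 2.52-fold bound thus holds only with that array. Prkcd, which encodes the kinase that rottlerin was first described to inhibit, according to the paper, was at 8.88 ± 0.21, 9.26 ± 0.16 and 9.39 ± 0.01 in the vehicle, CCl4 and CCl4+Rot groups (SD, n = 3). Ccl2 had no present call in the vehicle and CCl4 groups.

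Across all probe sets, which are not independent replicates, the log2 differences of CCl4 against vehicle and of CCl4+Rot against CCl4 had a correlation of -0.554. Both share the CCl4 arrays, and 100 simulated data sets with no rottlerin effect gave -0.739 on average (SD 0.00474). In these the observed CCl4 changes were multiplied by 0.215, so that with noise added their variance was that observed. With no effect at all the average was -0.758 (SD 0.00388), so most of the simulated variance was noise. The covariance was -0.298, against -0.415 in the simulations with no rottlerin effect (SD 0.00744), a difference of 0.117. Of the probe sets at 1.5-fold and an unadjusted p under 0.05 with CCl4, 82.0% had the opposite sign with rottlerin, against 93.9% in the simulations with no rottlerin effect. The simulations draw the noise of each probe set independently, with its own spread and the weight of each array, and so leave out correlation between probe sets.

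Other splits of the 6 arrays of a comparison into 3 and 3 are 10 in number with the real one, too few for a share under 0.05. For CCl4 against vehicle the real split called 0 probe sets at the adjusted p and the highest other 2 (10 of 10 splits reached the real count), at the unadjusted p 3837 and 2726 (1 of 10), and among lists, adjusted here over the 26 lists of this comparison by itself and not over 52 tests, 16 and 13 (1 of 10). For CCl4+Rot against CCl4 these were 1 and 0 (1 of 10), 2057 and 2093 (3 of 10) and 9 and 12 (6 of 10). Single lists were often called in other splits too. With CCl4, and counting the real split, camera called the matrix list in 6 of 10 splits, fatty acid oxidation in 10, hepatocyte genes in 9, interferon-induced genes in 6, macrophage markers in 5 and sterol synthesis in 3, and with rottlerin in 4, 7, 10, 8, 5 and 7, and for the matrix and sterol synthesis with CCl4 and interferon-induced genes and sterol synthesis with rottlerin no other split gave a p as small. For CCl4+Rot against vehicle the counts of probe sets were 8 and 0 (1 of 10) and 2580 and 927 (1 of 10).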
